# Transcriptional landscape of pulmonary lymphatic endothelial cells during fetal gestation

**DOI:** 10.1371/journal.pone.0216795

**Published:** 2019-05-13

**Authors:** Timothy A. Norman, Adam C. Gower, Felicia Chen, Alan Fine

## Abstract

The genetic programs responsible for pulmonary lymphatic maturation prior to birth are not known. To address this gap in knowledge, we developed a novel cell sorting strategy to collect fetal pulmonary lymphatic endothelial cells (PLECs) for global transcriptional profiling. We identified PLECs based on their unique cell surface immunophenotype (CD31+/Vegfr3+/Lyve1+/Pdpn+) and isolated them from murine lungs during late gestation (E16.5, E17.5, E18.5). Gene expression profiling was performed using whole-genome microarrays, and 1,281 genes were significantly differentially expressed with respect to time (FDR *q* < 0.05) and grouped into six clusters. Two clusters containing a total of 493 genes strongly upregulated at E18.5 were significantly enriched in genes with functional annotations corresponding to innate immune response, positive regulation of angiogenesis, complement & coagulation cascade, ECM/cell-adhesion, and lipid metabolism. Gene Set Enrichment Analysis identified several pathways coordinately upregulated during late gestation, the strongest of which was the type-I IFN-α/β signaling pathway. Upregulation of canonical interferon target genes was confirmed by qRT-PCR and *in situ* hybridization in E18.5 PLECs. We also identified transcriptional events consistent with a prenatal PLEC maturation program. This PLEC-specific program included individual genes (*Ch25h*, *Itpkc*, *Pcdhac2* and *S1pr3*) as well as a set of chemokines and genes containing an NF-κB binding site in their promoter. Overall, this work reveals transcriptional insights into the genes, signaling pathways and biological processes associated with pulmonary lymphatic maturation in the fetal lung.

## Introduction

The earliest LEC progenitors express Prox1, a required lymphatic transcription factor, in a distinct subset of anterior cardinal venous endothelial cells at ~E9.5 in the mouse [1–4] though several groups have suggested additional non-venous origins [5–11]. Vegfr3 activation by Vegf-C induces Prox1+ LEC progenitors to emerge from cardinal and intersomitic veins to form the jugular lymph sacs and subsequently migrate into peripheral tissues [12–16]. In the early fetal lung, LECs migrate as single cells into the lung parenchyma beginning around E10.5-E11.5 prior to lumen formation [17].

During late gestation, the lymphatic vasculature undergoes dynamic structural changes as they gain the capacity to transport cells and macromolecules. This provides evidence that pulmonary lymphatics undergo functional maturation prenatally [18–20]. This process may be part of a broader, generalized paradigm whereby cellular maturation in the late fetal lung precedes the transition to air breathing. Examples include alveolar type-II cell surfactant biosynthesis, macrophage-mediated surfactant catabolism, alveolar type I cell flattening, as well as vascular and interstitial remodeling [21–24]. Accordingly, the complex pathology of the premature lung likely reflects maturational defects in multiple cell types and signaling events.

For survival after birth, a mature pulmonary lymphatic system is necessary for proper immune surveillance and lung fluid homeostasis. In this context, two groups have shown that fetal lymphatic ablation results in lung fluid retention and respiratory distress at birth [17, 19] though the effect of lymphatic ablation on immune function was not examined. Notably, alterations in lymphatic structure and function have been implicated in lung diseases that afflict neonates and young children such as bronchopulmonary dysplasia, pulmonary lymphangiectasia, congenital chylothorax and asthma [25].

Despite the fundamental importance of lymphatics for optimal lung function and their implication in respiratory pathologies, little is known regarding the transcriptional mechanisms associated with pulmonary lymphatic maturation prior to birth. To address this gap in knowledge, we established a cell sorting method to isolate CD45-/Epcam-/CD31+/Vegfr3+/Lyve1+/Pdpn+ primary PLECs from fetal murine lungs for transcriptional profiling using microarrays.

Here, we identified differentially expressed genes and pathways involved in vascular development, complement and coagulation cascades, lipid biosynthesis and metabolism and the innate immune response. The type I interferon (IFN-I) signaling pathway was the gene set with the greatest coordinate upregulation from E16.5 to E18.5, which was confirmed by qRT-PCR and *in situ* hybridization. Furthermore, NF-kB target genes, chemokines and additional genes were upregulated specifically in late-gestation PLECs. Together, these data provide novel insights into the transcriptional mechanisms, biological processes and key signaling events associated with lymphatic maturation in the fetal lung, a critical event for air breathing and postnatal survival.

## Materials and methods

### Mice and tissue processing

Our protocol was approved under Boston University IACUC Protocol# 14419. Timed pregnant mice (C57BL/6NCrl) were ordered from Charles River Labs and cared for in the BU Animal Science Center on a 12-hour light:dark cycle with access to food and water *ad libitum*. Timed pregnant dams and fetal offspring were ethically euthanized under deep isoflurane anesthesia followed by harvesting of lung tissues from E16.5, E17.5 and E18.5 mice for PLEC isolation.

On gestational days E16.5 and E18.5, fetuses from anesthetized pregnant mice were removed from the gravid uterus prior to dissection of the lungs and heart *en bloc* in ice-cold Hank’s Buffered Saline solution (HBSS). Tissues were fixed in fresh 4% paraformaldehyde (Ted Pella) at 4°C overnight. Specimens were washed in PBS (pH 7.4), dehydrated through 50%, 70%, 85%, 100% ethanols and 100% xylene (30 min/each). Tissues were then incubated at 60°C in 1:1 xylene:paraffin wax (1 hr), 100% paraffin (2 hr) and then embedded in paraffin molds at 4°C. E16.5 and E18.5 paraffin sections were mounted on Superfrost *Plus* glass slides (Fisher Scientific).

### Immunostaining and confocal imaging

Prior to immunostaining, sections were de-paraffinized, rehydrated and processed for antigen retrieval via the microwave method in citrate buffer (H-3300, Vector Labs), washed in PBS and blocked for 1 hr in 0.1%Tween-20 in PBS and 5% normal donkey serum. Antibodies used were: goat anti-Prox1 (R&D, AF2727), rat anti-Vegfr3 (Novus, AFL4), rat anti-Lyve1 (Novus, ALY7), rabbit anti-CD31 (Abcam, ab28364) and Syrian hamster anti-Pdpn (DSHB, 8.1.1). Alexa Fluor conjugated secondary antibodies used were: donkey anti-goat AlexaFluor647, donkey anti-rat AlexaFluor488, donkey anti-rat AlexaFluor594, donkey anti-rabbit AlexaFluor-594 (all from Invitrogen), and rabbit anti-Syrian hamster AlexaFluor-488 (Jackson Immunologics). Maximum intensity projections of 8–10 μm z-stack images were acquired on a Zeiss LSM 710 NLO confocal microscope using the smart setup tool in sequential scanning mode.

### *In situ* hybridization

E16.5 and E18.5 fetal lungs were fixed in 4% paraformaldehyde overnight, processed, and paraffin embedded according to manufacturer’s recommendations. Antigen retrieval was carried out on 8 um lung sections (n = 3 mice/time point) via the microwave method. All reagents for peroxidase quenching, protease digestion, washing, hybridization and transcript detection for *Ifit1* (ACDBio, cat# 500071) were purchased from the manufacturer and used according to the recommendations for the RNAscope method (ACDBio). In order to identify PLECs, sections were concomitantly blocked and immunostained as mentioned with goat anti-Vegfr3 (AF2727, R&D Systems).

### Fluorescence activated cell sorting and RNA extraction

Timed pregnant C57BL/6N dams (Charles River Labs) at embryonic days E16.5, E17.5, E18.5 were euthanized by cervical dislocation under isoflurane anesthesia. Samples (n = 3) for each time point consisted of pooled embryonic lungs from two litters. Embryonic lungs were dissected in ice-cold HBSS, minced and enzymatically digested at 37°C for 1 hr at 200 rpm in 5 mL HBSS containing 5 ug/ml collagenase II (Worthington), 2.5 mM CaCl_2_, 10 U/ml DNase I followed by gentle trituration every 15 mins. After 1 hr, digests were inactivated with addition of two volumes of FACS buffer (2% FBS/5 mM EDTA in HBSS without Ca^2+^ or Mg^2+^), centrifuged at 500g x 7 mins at 4°C, resuspended in 5 mL FACS buffer, passed through 70 μm and 40 μm cell strainers, and then centrifuged at 500 g x 7 mins at 4°C. The whole lung cell pellets were gently disrupted in 2 mL Hybri-Max RBC lysis buffer (Sigma-Aldrich) for 1 min, diluted with 10 mL FACS buffer and centrifuged at 500 g x 7 mins at 4°C. Pellets were resuspended in 1 mL FACS buffer, blocked with CD16/32 antibodies (1:100) for 10 mins, and then immunostained with the following antibodies: CD45-eFluor450 (1:500), Epcam-eFluor450 (1:50), Pdpn/8.1.1-PE (1:100), Lyve1-eFluor660 (1:100), CD31-PerCP710 (1:100) (all from EBioscience), and Vegfr3-AF488 (1:50) (Novus, AFL4). Dead cells were discriminated using 1:250 dilution of LIVE/DEAD Aqua viability dye (ThermoFisher). Immunostaining was performed for 30 min on ice in the dark before washing with 1 mL FACS buffer, centrifugation and resuspension in 500 ul FACS buffer. Cell sorting experiments were performed on a FACS Aria SORP and analyzed with FlowJo v10.2. All sorted cell populations were collected directly into RNA lysis buffer. RNA was extracted using the miRNEasy kit (Qiagen) cDNA was generated using Superscript III reverse transcriptase (ThermoFisher). Samples with an RNA Integrity Number (RIN) ≥ 7.5 were retained in the analysis.

### Microarray analysis of fetal pulmonary lymphatic endothelial cells

Mouse Gene 2.0 ST CEL files were normalized to produce log2-transformed gene-level expression values using the implementation of the Robust Multiarray Average (RMA) in the affy R package (version 1.36.1) and an Entrez Gene-specific probeset mapping (version 17.0.0) from the Molecular and Behavioral Neuroscience Institute at the University of Michigan (the "Brainarray" group). Array quality was assessed by computing Relative Log Expression (RLE) and Normalized Unscaled Standard Error (NUSE) using the affyPLM R package (version 1.34.0); all samples had median RLE and NUSE values below 0.1 and 1.05, respectively. Principal Component Analysis (PCA) was performed using the *prcomp* R function with expression values *z*-normalized across all samples (set to a mean of zero and a standard deviation of one). Differential expression was assessed using the moderated (empirical Bayesian) ANOVA and *t* test implemented in the limma R package (version 3.14.4), i.e., creating simple linear models with lmFit, followed by empirical Bayesian adjustment with eBayes. Correction for multiple hypothesis testing was accomplished using the Benjamini-Hochberg false discovery rate (FDR). All microarray analyses were performed using the R environment for statistical computing (version 2.15.1). The raw and processed gene expression data have been deposited in the Gene Expression Omnibus (GEO), Series GSE121079.

### Functional annotation

Mouse Entrez Gene identifiers from each cluster were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.8) with the GOTERM_BP_DIRECT collection to identify Gene Ontology (GO) biological process terms with significant overrepresentation.

### Gene set enrichment analysis

The Entrez Gene identifiers of the human homologs of all mouse Entrez Genes present in the probeset mapping described above (identified using HomoloGene, version 68) were ranked according to the *t* statistic computed between the E16.5 and E18.5 time points. The ranked list was limited to only those human genes that correspond 1:1 with a mouse homolog, and used to perform pre-ranked GSEA (version 2.2.1, default parameters with random seed 1234) using the Entrez Gene versions of the Biocarta, KEGG, and Reactome (c2 CP) motif (c3) and GO (c5) gene sets obtained from the Molecular Signatures Database (MSigDB), v5.0.

### Comparative microarray analysis of whole fetal lung, GSE35485

Mouse Gene 1.0 ST CEL files were obtained from the Gene Expression Omnibus (GEO), Series GSE35485, which profiled gene expression in whole lung during perinatal maturation. Analysis was limited to the samples from the E16.5, E17.5, and E18.5 timepoints in C57BL/6 animals. Normalization to Entrez-Gene-specific expression values, statistical analysis, and GSEA were performed in the same manner and with the same software versions and parameters as described above for the PLEC microarrays.

### qRT-PCR

Independent PLEC RNA samples were generated to validate microarray gene expression changes and to assess interferon pathway gene expression. Taqman qRT-PCR primers used to validate microarray expression data are as follows: *Prox1*, Mm00435969_m1; *Vegfr3*, Mm01292604_m1; *Lyve1*, Mm00475056_m1; *Emcn*, Mm00497495_m1; *Gbp4*, Mm00657752_m1; *Ifit1*, Mm00515153_m1; *Irf7*, Mm00516788_m1; *Socs3*, Mm01249143_g1; *Stat1*, Mm00439518_m1; *Stat2*, Mm00490887_g1; *Mcm5*, Mm01243763_g1; Actb, #4351315 (Thermo-Fisher Scientific).

### Statistical analysis

All statistical analyses utilized a one- or two-tailed Student’s *t* test as indicated in each figure legend. P values less than 0.05 were deemed significant.

## Results

### Immunophenotypic analysis and isolation of pulmonary lymphatic endothelium

To identify genes, gene networks and signaling pathways associated with LEC maturation in the fetal lung, we developed a cell sorting strategy to isolate pulmonary LECs (PLECs) for broad-based transcriptomic profiling. This approach is based on the identification of a unique panel of LEC surface markers that immuno-colocalized with Prox1, the essential transcription factor required for lymphatic development. We found that CD31, Vegfr3, Pdpn, and Lyve1 immuno-colocalization with Prox1 was only detected in lymphatic vessels in the E16.5 and E18.5 lung (Fig 1).

**Fig 1:**
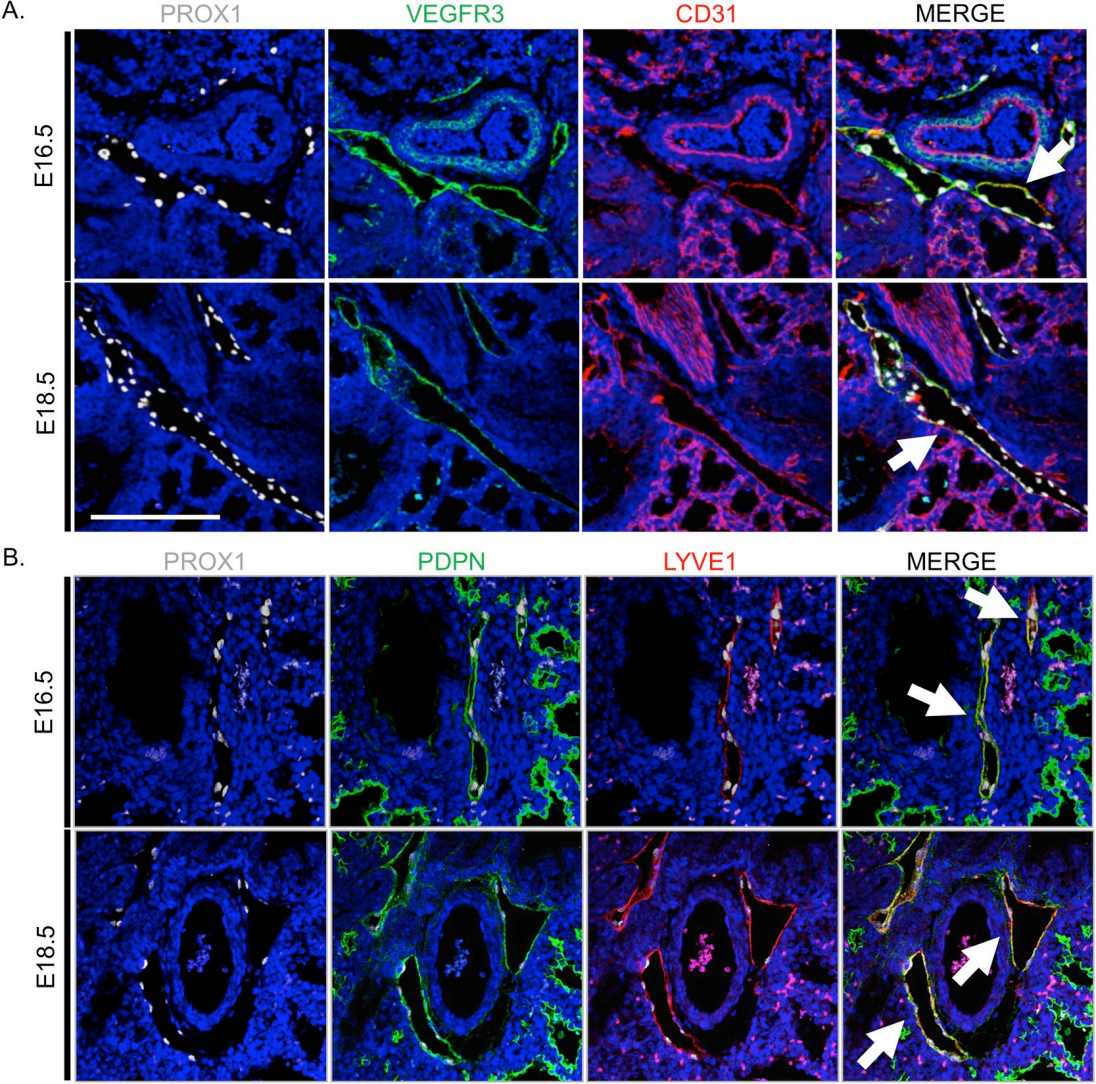
Immunophenotypic characterization of pulmonary lymphatic endothelium at E16.5 and E18.5. (A) Prox1 (*white nuclei*) in fetal lungs colocalized with Vegfr3 (*green*) and the pan-endothelial marker CD31 (*red*). (B) Prox1 (*white*) also colocalized with Pdpn (*green*) and Lyve1 (*red*) at E16.5 and E18.5. Colocalization of Vegfr3, CD31, Pdpn and Lyve1 staining was observed only in pulmonary lymphatic endothelium as indicated by white arrows (*scale bar*, *100 um)*.

To isolate LECs by flow cytometry, we analyzed cell fractions in collagenase digested lung preparations after staining with the four lymphatic directed antibodies that co-localized with Prox1 (Fig 1). Following exclusion of doublets, dead cells, CD45+ hematopoietic cells and Epcam+ lung epithelial cells, we identified three major cell populations based on CD31 and Vegfr3 expression (Fig 2A) during cell sorting. The CD31+/Vegfr3+ double positive fraction consistently accounted for ~1–2% of total viable cells of which 85–95% also expressed the lymphatic markers Lyve1 and Pdpn (Figs 2A and 3, *right panels*). A subset of CD31+/Vegfr3- cells expressed Lyve1 but not Pdpn, consistent with a venous endothelial phenotype [26] (Fig 2A, yellow cluster,). Importantly, dual expression of both Pdpn and Lyve1 was only observed in the CD31+/Vegfr3+ gate (Fig 2A, purple cluster). Collectively, these data indicate that CD31+/Vegfr3+/Pdpn+/Lyve1+ cells are highly enriched in PLECs.

**Fig 2:**
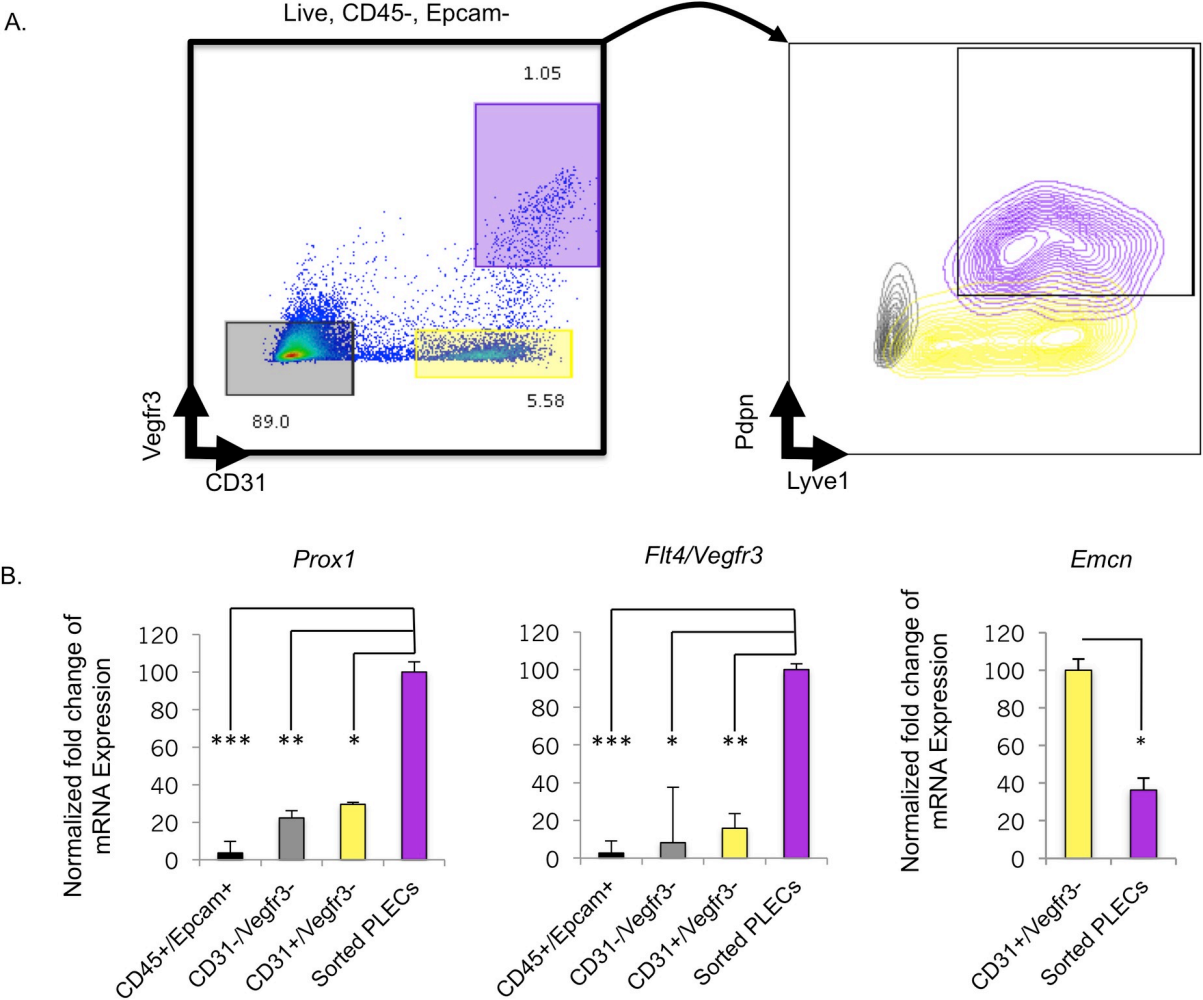
Isolation and relative purity of sorted CD45-/Epcam-/ CD31+/Vegfr3+/Lyve1+/Pdpn+ PLECs. (A, *left*) Cell sorting algorithm depicting three major cell populations; CD31-/Vegfr3- (grey), CD31+/Vegfr3- (yellow), CD31+/Vegfr3+ (purple) observed after excluding CD45+, Epcam+ and dead cells (E18.5 shown). (A, *right*) Expression of Lyve1 and Pdpn in each of the three cell fractions. (B) qRT-PCR measurements of relative *Prox1*, *Flt4/Vegfr3*, and *Emcn* expression in each sorted lung fraction. Statistical significance was determined using a two-tailed Student’s *t* test (***p<0.*001*, **p<0.*01*, *p<0.*05*; n = 3 per cell fraction).

**Fig 3:**
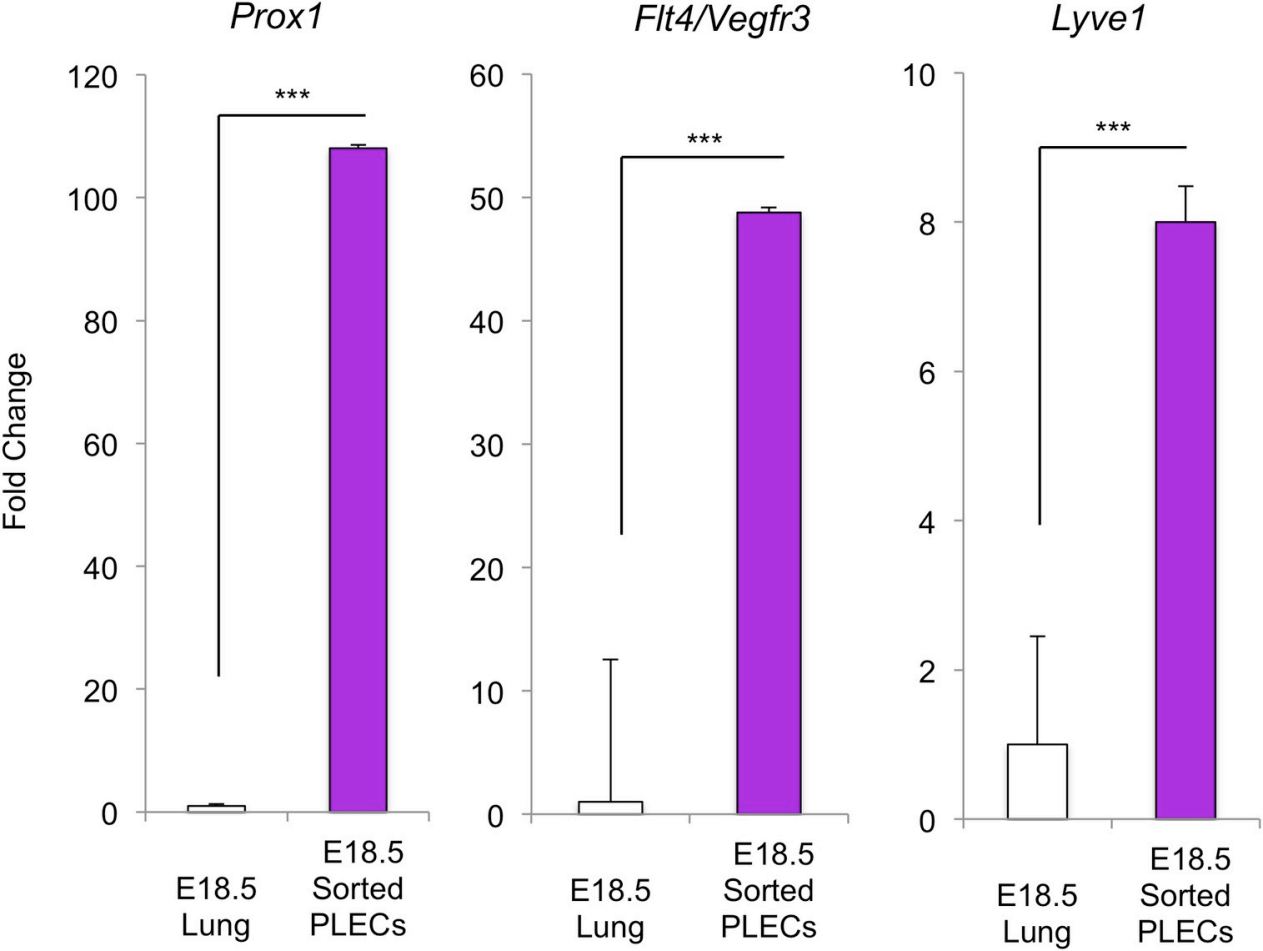
Enrichment of lymphatic markers in sorted PLECs. qRT-PCR measurement of the lymphatic markers, *Prox1*, *Flt4/Vegfr3*, and *Lyve1* in sorted E18.5 PLECs (n = 4) versus E18.5 whole lung (n = 3). Statistical significance was determined using an unpaired two-tailed Student’s *t* test (***p<0.*001*).

To examine this further, we collected mRNA and performed qRT-PCR to measure the expression of lymphatic endothelial markers in sorted lung fractions. Compared to other lung cell fractions, the expression of *Prox1* and *Flt4/Vegfr3* was significantly higher in sorted CD31+/Vegfr3+/Pdpn+/Lyve1+ PLECs at E18.5 (Fig 2B). Importantly, *Emcn*, a specific marker of blood endothelial cells was expressed at significantly higher levels in the CD31+/Vegfr3- fraction than in sorted E18.5 PLECs (Fig 2B). Furthermore, the expression of *Prox1*, *Flt4/Vegfr3*, and *Lyve1* was increased 108-fold, 48-fold, and 8-fold, respectively, in isolated PLECs compared to whole E18.5 lung (Fig 3). Fig 4 shows the sequential gating strategy used to isolate CD31+/Vegfr3+/Pdpn+/Lyve1+ PLECs from E16.5, E17.5 and E18.5 fetal lungs. Taken together, these data indicate that RNA collected from sorted CD31+/Vegfr3+/Pdpn+/Lyve1+ cells can be used to characterize the transcriptional programs underlying prenatal PLEC maturation prior to the birth transition to air breathing.

**Fig 4:**
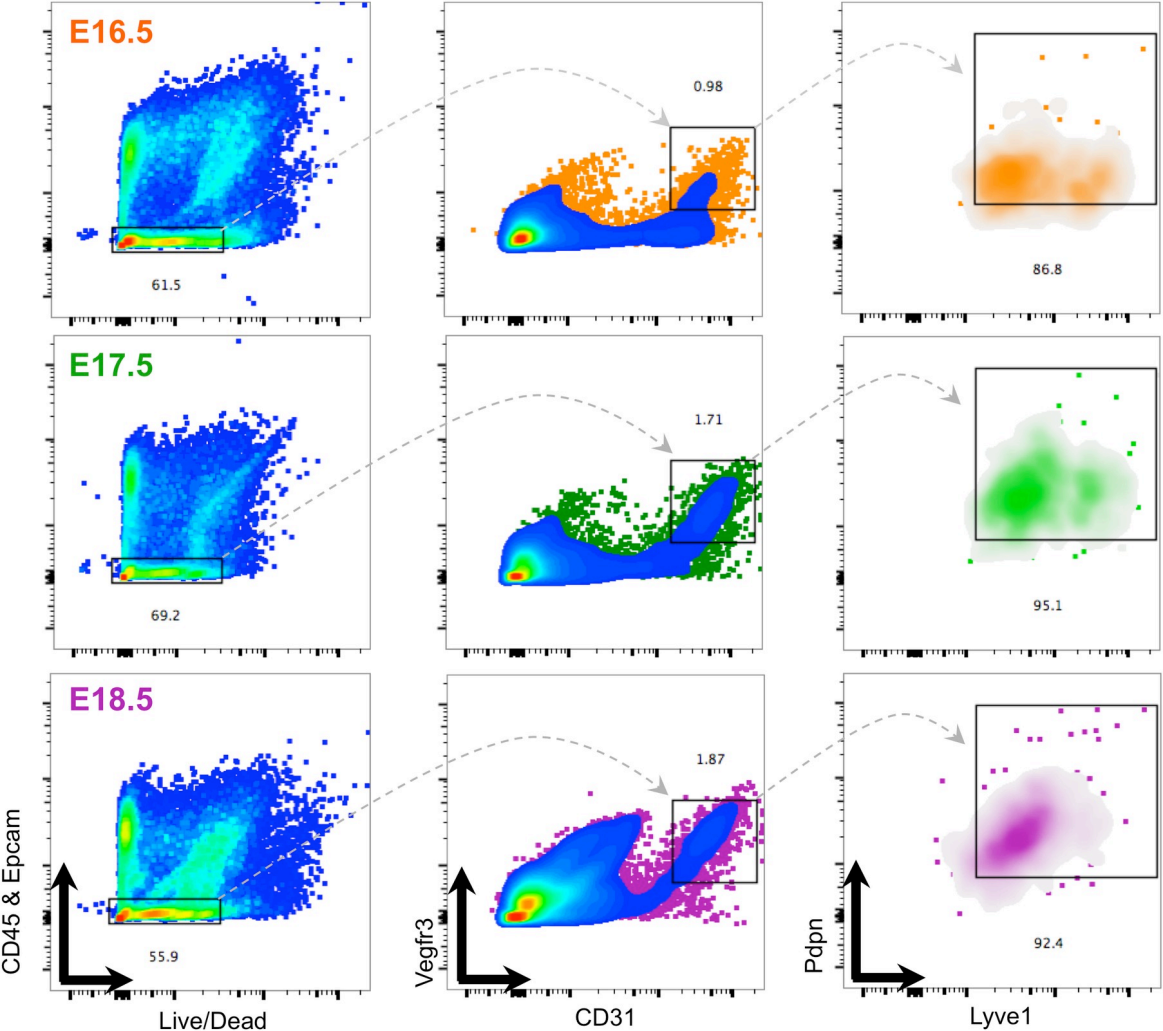
Step-wise gating strategy for isolation of PLECs (CD45-/Epcam-/CD31+/Vegfr3+/Lyve1+/Pdpn+) from late-gestation fetal lungs. Representative gate for live, CD45- and Epcam- lung cells is boxed (*left panels*). The gate containing the CD45-/Epcam-/CD31+/Vegfr3+ population (boxed, middle panels). (*Right panels*) The CD45-/Epcam-/CD31+/Vegfr3+ cellular fraction expressed both Pdpn+ and Lyve1+ characteristic of the lymphatic endothelial phenotype across late-gestation (boxed, *right panels*).

### Temporal-dependent patterns of gene expression in late-gestation PLECs

We then used whole-genome microarrays to profile gene expression in RNA samples isolated from sorted CD31+/Vegfr3+/Lyve1+/Pdpn+ PLECs at E16.5, E17.5, and E18.5 days of gestation (n = 3 per time point). 

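The sorted cells carried the endothelial and lymphatic transcripts used for the sort on every day. *Pecam1*, which encodes CD31, averaged 11.17 ± 0.17 (SD, n = 3) at E16.5 and 11.13 ± 0.09 (SD, n = 3) at E18.5 on the log2 scale of the arrays, and *Flt4*, which encodes Vegfr3, averaged 8.22 ± 0.14 (SD, n = 3) and 8.18 ± 0.25 (SD, n = 3). *Lyve1* lay between 10.35 and 11.28 over the 9 samples, *Pdpn* between 5.46 and 7.69 and *Prox1* between 4.11 and 5.89. *Emcn*, a marker of blood endothelium, lay between 10.31 and 10.94, far above the array medians in every sample. *Epcam*, the epithelial marker that was gated out, lay between 4.56 and 6.07, and *Ptprc*, which encodes CD45, between 2.16 and 3.93. Array values do not rank transcripts across probe sets, so these markers do not measure the share of blood endothelium or other cells in the sorts. Of these 8 genes, *Pdpn* was higher at E18.5 than at E16.5 (FDR q = 0.015, limma), and the other 7 did not pass the test, with FDR q values from 0.20 for *Prox1* to 0.95 for *Lyve1*. The arrays measured total RNA of sorted cells from 3 samples per day, each a pool of embryonic lungs from 2 litters, with days running from E16.5 through E18.5. The values are those the authors made from the scanned arrays: background-corrected, quantile-normalized and summarized log2 values from RMA in affy 1.36.1, for 25206 genes. The array medians lay between 3.79 and 3.91, and each array's values relative to the gene medians had an interquartile range between 0.142 and 0.254. Array values carry no counts, so the number of samples limits their precision. Genes above the median of at least 1 of the 9 arrays were tested, which left 14096 genes, and the Benjamini-Hochberg correction ran over these. In data simulated on the spread of these samples with 200 changed genes, the test of E18.5 against E16.5 found 54% of genes given a log2 change of 1 and 96.5% of genes given a log2 change of 2. These shares depend on the number of changed genes and do not give the power in the measured samples. The p-values measure the spread between these pooled samples.

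**Figure D1:**
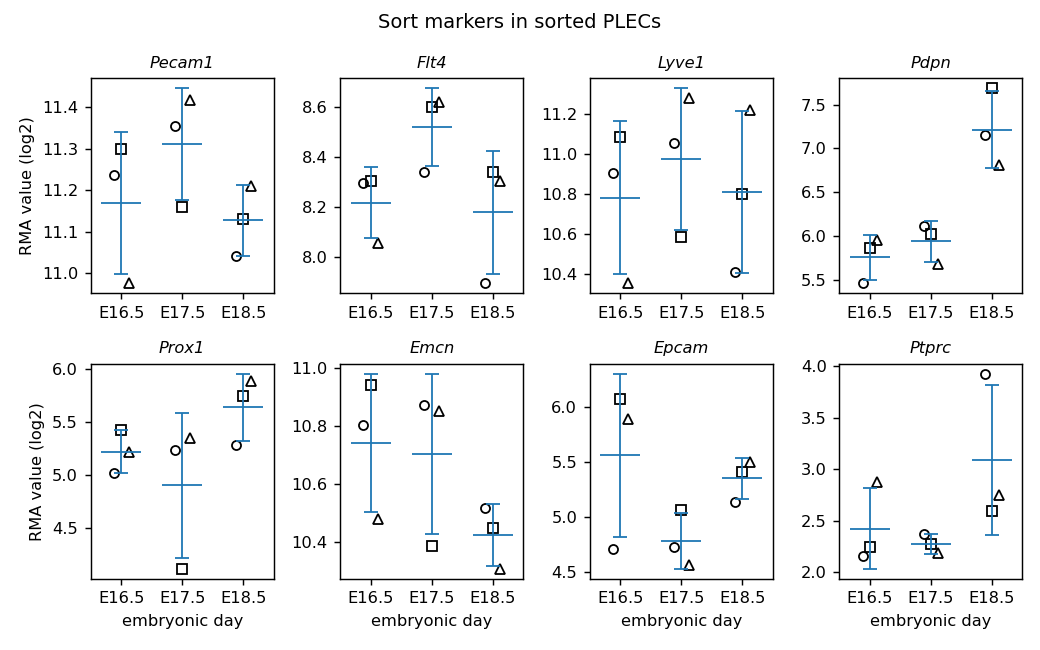
RMA values (log2) of 8 sort and lineage markers in the 3 samples of each embryonic day; circles, squares and triangles are replicates 1, 2 and 3, and the bars give the mean and SD. *Pdpn* lies above 6.81 in every E18.5 sample and below 5.95 in every E16.5 sample, and *Lyve1* overlaps between all days; each panel has its own axis.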

Principal Component Analysis (PCA) performed across all genes showed that the samples separated strongly with respect to time along the first principal component (PC1), which explains 22% of total variance (Fig 5A), indicating that many genes are up- or down-regulated in a progressive manner from E16.5 to E17.5 to E18.5. 

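Single genes followed this order in both directions. *Ifi44*, an interferon-stimulated gene, averaged 5.68 ± 0.40 (SD, n = 3) at E16.5, 7.06 ± 1.22 (SD, n = 3) at E17.5 and 8.45 ± 0.06 (SD, n = 3) at E18.5. *Lyz1*, a lysozyme that is among the alveolar type II markers used here, averaged 3.58 ± 0.26 (SD, n = 3), 4.15 ± 0.92 (SD, n = 3) and 7.95 ± 0.13 (SD, n = 3) on the same days. *Hells*, a chromatin remodeler of dividing cells, averaged 6.80 ± 0.36 (SD, n = 3), 5.73 ± 0.19 (SD, n = 3) and 4.36 ± 0.11 (SD, n = 3). Of the genes tested, 1682 were higher in every E18.5 sample than in every E16.5 sample and 2573 were lower in every E18.5 sample, together 30.2%, where chance gives 10%. PC1 held 22.4% of the variance over all genes, each set to a mean of 0 and an SD of 1. The mean position on PC1 was -87.5 ± 5.6 (SD, n = 3) at E16.5, 2.2 ± 11.8 (SD, n = 3) at E17.5 and 85.3 ± 5.0 (SD, n = 3) at E18.5. No other division of the 9 samples into 3 groups of 3 set the groups further apart on PC1 (exact permutation test, p = 0.00357, the smallest that the 280 divisions can give). PC2 did not separate the days (exact permutation test, p = 0.364), and E17.5 replicate 2 had the highest position on it, at 129.8.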

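From E16.5 to E18.5 genes changed in both directions. Among genes past the test whose samples did not overlap between these days, the 10 largest rises were those of *Lyz1*, *Scgb1a1*, *C7*, *Inmt*, *Car4*, *Chi3l1*, *Dpt*, *Gbp4*, *Hc* and *Aqp5*. The E16.5 means of *Lyz1*, *C7*, *Inmt*, *Chi3l1*, *Gbp4* and *Hc* lay below the medians of the E16.5 arrays (3.79 to 3.82), where signal is near background, and that of *Aqp5* lay among these medians, so the size and the rank of these rises are uncertain. *Scgb1a1*, the secretoglobin of club cells, rose by a log2 fold change of 4.06 (SE 0.40, FDR q = 0.0035) and *Aqp5*, a water channel of alveolar epithelium, by 2.98 (SE 0.26, FDR q = 0.0031). *Inmt*, a methyltransferase abundant in lung stroma, rose by 3.84 (SE 0.25, FDR q = 0.0019), and *Car4*, a carbonic anhydrase of capillary endothelium, by 3.62 (SE 0.36, FDR q = 0.0035). *Gbp4*, an interferon-inducible GTPase, rose by 3.17 (SE 0.25, FDR q = 0.0023). The 10 largest falls were those of *Hist1h2ag*, *Hells*, *Prim1*, *Hist1h2ab*, *Pole*, *Mcm5*, *Tipin*, *Fbxo5*, *Fbn2* and *2810417H13Rik*. *Prim1*, the catalytic subunit of DNA primase, fell by 2.32 on the log2 scale (SE 0.18, FDR q = 0.0021), and the histone gene *Hist1h2ag* fell by 2.51 (SE 0.45, FDR q = 0.018). *Fbn2*, a fibrillin of the extracellular matrix, fell by 1.97 (SE 0.24, FDR q = 0.0061). In all, 532 genes were higher and 875 lower at E18.5 than at E16.5 at an FDR q under 0.05, by limma's moderated test on the 6 arrays of these days. With a fold change of at least 2, an unadjusted p under 0.05 and an FDR q under 0.25, 430 genes were higher and 311 lower. Of the 95 genes of Table 1, 71 passed an FDR q of 0.05, as did 48 of the 55 genes of Table 2. Without E16.5 replicate 1, 2 or 3 or E18.5 replicate 1 or 2, the higher genes numbered 245, 194, 173, 320 and 255 and the lower genes 324, 355, 217, 471 and 419, in this order. A t-test without moderation, which the paper does not use for the arrays, called no gene in either direction after the same correction, with 1070 genes higher and 1762 lower at an unadjusted p under 0.05.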

A one-way analysis of variance (ANOVA) was then performed to identify the predominant patterns of coordinate differential expression with respect to time, and *t* tests were performed for each gene between the E16.5 and E18.5 time points (S1 File and Tables 1 and 2). After excluding genes that were not expressed above the median value of at least one array, 1,281 genes, whose expression was significantly associated with time (ANOVA, FDR *q* < 0.05), were partitioned into six clusters (Fig 5B and S2 File).

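Most of the genes that changed with time fell. Over the 3 days, 1281 genes passed limma's moderated F test at an FDR q under 0.05. Of them, 1166 also passed the test of E18.5 against E16.5, 432 of them higher and 734 lower at E18.5. The genes of cluster 6, the largest with 689, had a median log2 change of -0.45 from E16.5 to E17.5 and of -0.47 from E17.5 to E18.5. *Mx2*, an interferon response gene of cluster 1, and *Xaf1*, of cluster 2, rose from E16.5 to E18.5 (FDR q = 0.0053 and 0.0058, limma). *Xaf1*, an interferon-induced gene of apoptosis, was chosen for naming after its values were seen. *Tipin*, a gene of cluster 6 that Table 2 lists under cell cycle, fell between these days (FDR q = 0.0035, limma). *Mx2* changed by a log2 value of 1.08 to E17.5 (FDR q = 0.21) and rose by 1.62 to E18.5 (FDR q = 0.045). *Xaf1* changed by 1.41 (FDR q = 0.11) and then by 0.79 (FDR q = 0.21). *Tipin* changed by -0.95 to E17.5 (FDR q = 0.11) and fell by 1.06 to E18.5 (FDR q = 0.034). Between E16.5 and E17.5, 21 genes were lower and none higher by limma, with 767 higher and 1306 lower at an unadjusted p under 0.05. Between E17.5 and E18.5, 166 genes were higher and 101 lower. These counts depended on single samples: without E16.5 replicate 3, 658 genes changed over the 3 days, and leaving out 1 sample at a time gave 0 to 34 genes lower from E16.5 to E17.5 and 6 to 422 higher and 0 to 218 lower from E17.5 to E18.5. Over the 3 days, 803, 843 and 797 genes changed without E16.5 replicate 2, E18.5 replicate 1 and E18.5 replicate 2.

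**Figure D2:**
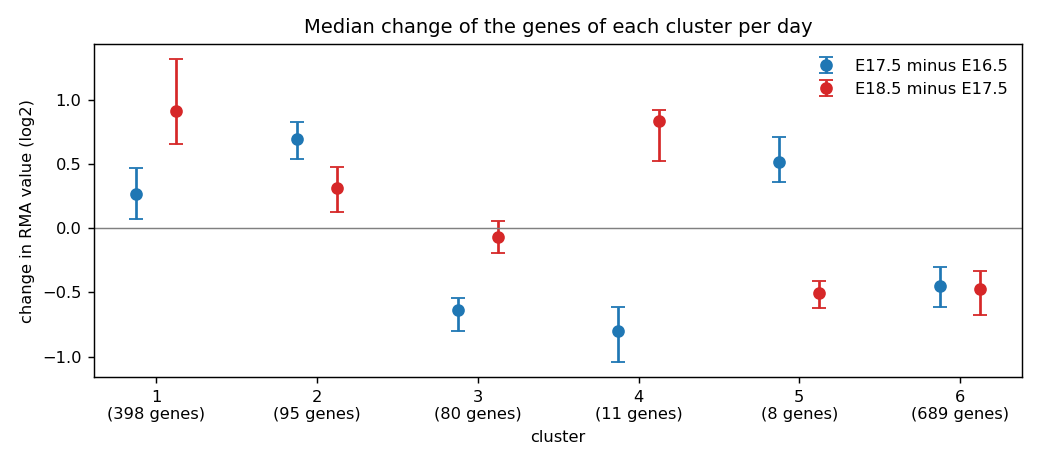
Change in RMA value (log2) of the genes of each of the 6 clusters from E16.5 to E17.5 (blue) and from E17.5 to E18.5 (red); points are medians over the genes of a cluster and bars run from the first to the third quartile. Cluster 1 has a median of 0.26 for the earlier and 0.91 for the later interval, and cluster 2 of 0.69 and 0.31; the clusters were chosen by the study on these samples.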

**Fig 5:**
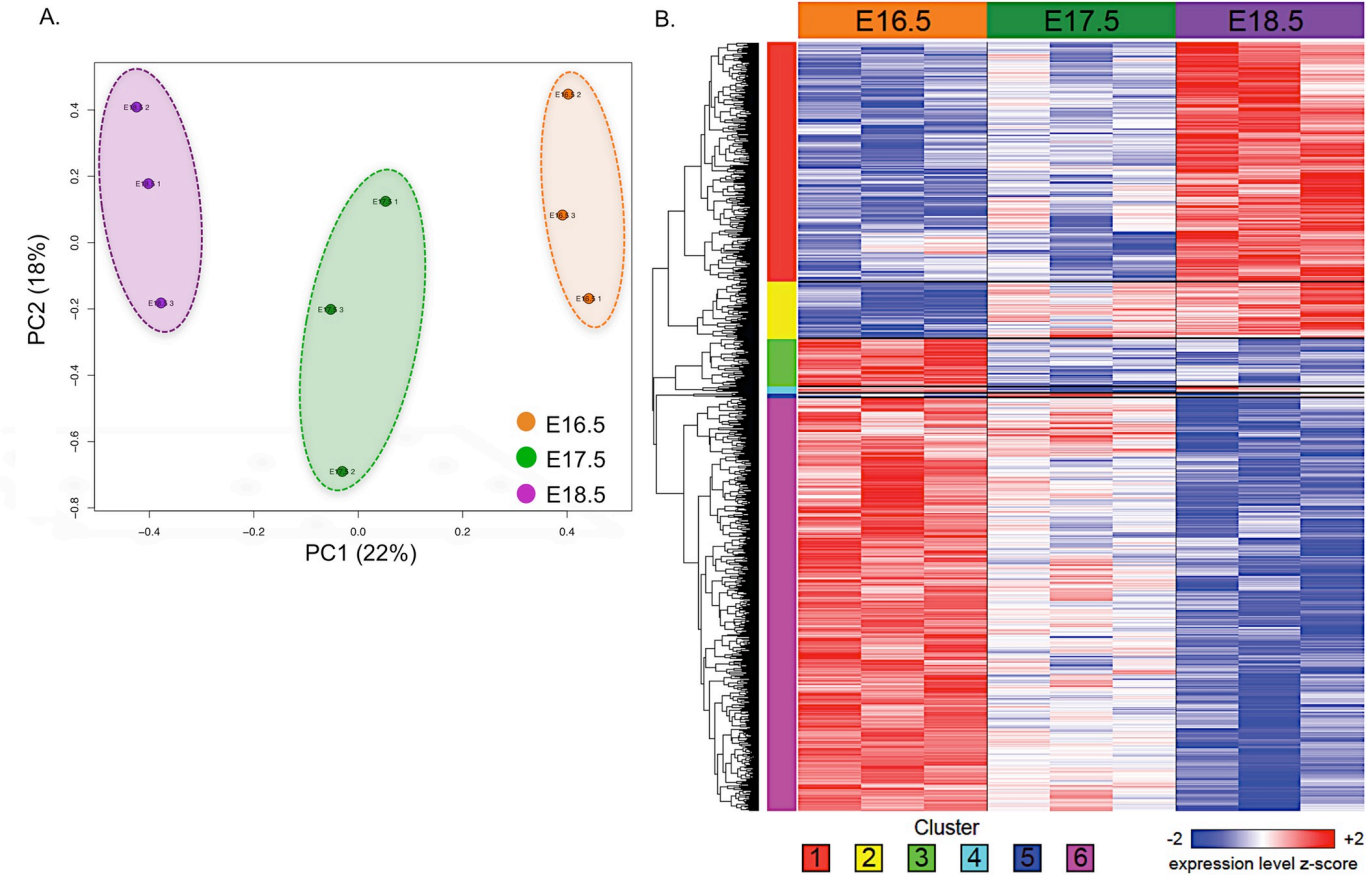
Temporal-dependent gene expression in fetal PLECs. (A) Principal component analysis of E16.5, E17.5, and E18.5 sorted PLECs (n = 3 per time point). Each axis indicates the fraction of experimental variance explained by each principal component (PC). (B) Heatmap of all 1,281 genes with significant differential expression with respect to time (ANOVA FDR *q* < 0.05). The number of each cluster is indicated at the bottom of the heatmap. Expression values for each gene were *z*-normalized to a mean of zero and standard deviation of one across all samples in each row; blue, white, and red indicate final *z*-scores of ≤ -2, 0, and ≥ 2, respectively.

**Table 1:** Classification of genes upregulated in E18.5 vs. E16.5 PLECs (FC≥2, p<0.05, FDR q<0.25).

	FC	pVAL	FDR		FC	pVAL	FDR
**Interferon alpha & beta signaling**				**Extracellular matrix**			
*Ifit1*	7.4	1.0E-05	3.1E-03	*Chi3l1*	9.6	1.0E-05	3.1E-03
*Usp18*	7.2	3.4E-06	2.1E-03	*Cp*	8.5	2.3E-04	1.0E-02
*Mx2*	6.9	5.2E-05	5.3E-03	*Spon1*	6.9	3.8E-05	4.5E-03
*Sp100*	6.8	6.5E-06	2.9E-03	*Serpina3n*	5.5	9.2E-05	6.6E-03
*Ifi44*	6.7	2.0E-06	2.0E-03	*Scube2*	4.9	1.7E-03	2.9E-02
*Irf7*	6.1	5.1E-05	5.3E-03	*Pcdhac2*	4.5	8.1E-04	1.9E-02
*Iigp1*	6.1	1.2E-06	1.9E-03	*Has1*	4.5	1.9E-05	3.5E-03
*Oasl2*	5.7	3.5E-06	2.1E-03	*Pcolce2*	4.2	2.7E-04	1.1E-02
*Isg15*	4.1	2.8E-04	1.1E-02	*Adamtsl2*	3.7	4.7E-04	1.4E-02
*Oas2*	3.8	1.9E-04	9.4E-03	*Fn1*	3.1	8.0E-04	1.9E-02
*Ifih1*	3.8	9.5E-06	3.1E-03	*Eln*	2.5	5.2E-03	5.1E-02
*Ifi47*	3.6	7.6E-05	6.2E-03	*Egflam*	2.3	5.2E-03	5.1E-02
*Ifi203*	3.5	9.0E-05	6.6E-03				
*Isg20*	3.2	2.0E-03	3.1E-02	**Cell adhesion & cell junction**			
*Igtp*	3.0	6.8E-05	6.0E-03	*Dpt*	9.6	4.0E-05	4.7E-03
*Oasl1*	2.5	2.7E-04	1.1E-02	*Lgals3bp*	6.0	8.9E-06	3.1E-03
				*Dtna*	4.2	7.2E-05	6.1E-03
**Angiogenesis and vascular development**				*Gsn*	4.1	8.9E-05	6.5E-03
*Ntrk2*	4.8	7.9E-05	6.3E-03	*Selp*	3.3	1.6E-02	9.6E-02
*Xdh*	4.2	6.4E-05	5.8E-03	*Spock2*	2.9	7.2E-06	2.9E-03
*Sema3c*	3.3	5.0E-04	1.5E-02	*Itgb3*	2.9	7.9E-03	6.5E-02
*Fgf1*	2.9	2.8E-05	3.8E-03	*Itga8*	2.7	2.4E-03	3.4E-02
*Pdpn*	2.8	5.0E-04	1.5E-02	*Itga2b*	2.7	1.5E-02	9.2E-02
*Vegfa*	2.7	5.3E-05	5.3E-03	*Itgb5*	2.7	2.5E-04	1.1E-02
*Srpx2*	2.7	1.2E-03	2.3E-02	*Itgb2*	2.7	7.7E-03	6.4E-02
*Fgfr4*	2.6	5.3E-03	5.2E-02	*Tgm1*	2.6	6.3E-05	5.8E-03
*Sphk1*	2.6	2.1E-04	9.8E-03	*Fermt3*	2.4	3.3E-02	1.4E-01
*Enpep*	2.5	9.1E-03	7.0E-02	*Npnt*	2.3	1.1E-02	7.8E-02
*Fgfr3*	2.5	1.9E-03	3.0E-02				
*Ang*	2.4	2.8E-02	1.3E-01	**Receptors and kinases**			
*Ccbe1*	2.4	7.2E-05	6.1E-03	*Ntrk2*	4.8	7.9E-05	6.3E-03
*Figf*	2.1	3.2E-02	1.4E-01	*Ccbp2*	3.8	1.3E-03	2.4E-02
				*Akap5*	3.0	4.0E-05	4.7E-03
**Complement & coagulation cascade**				*Itpkc*	2.8	8.7E-05	6.5E-03
*C7*	17.6	3.7E-05	4.5E-03	*Fgfr4*	2.6	5.3E-03	5.2E-02
*Hc*	8.1	7.1E-06	2.9E-03	*Sphk1*	2.6	2.1E-04	9.8E-03
*Serpine1*	5.0	7.9E-05	6.3E-03	*Fgfr3*	2.5	1.9E-03	3.0E-02
*Bdkrb2*	4.3	7.8E-03	6.4E-02	*Nrbp2*	2.4	3.3E-04	1.2E-02
*Serping1*	3.7	5.7E-04	1.6E-02	*Vipr2*	2.3	1.2E-04	7.1E-03
*Clec3b*	3.5	7.1E-05	6.1E-03	*S1pr3*	2.2	3.3E-02	1.4E-01
*F2rl2*	3.5	5.8E-02	1.9E-01				
*C3*	3.2	1.2E-02	8.2E-02	**Transcriptional regulators**			
*Clec1b*	2.9	6.9E-02	2.1E-01	*Sp100*	6.8	6.5E-06	2.9E-03
*Cfh*	2.6	5.6E-03	5.4E-02	*Irf7*	6.1	5.1E-05	5.3E-03
*Tfpi2*	2.1	4.4E-02	1.6E-01	*Fhl5*	6.0	4.1E-02	1.6E-01
				*Trim30a*	5.2	3.4E-05	4.3E-03
**Lipid binding, synthesis, metabolism**				*Batf2*	4.1	1.8E-03	2.9E-02
*Rsad2*	8.1	4.7E-04	1.5E-02	*Nfe2*	3.2	9.2E-03	7.0E-02
*Scd1*	6.6	1.2E-07	8.4E-04	*Ddx60*	3.2	4.7E-03	4.9E-02
*Hsd11b1*	4.3	1.1E-03	2.2E-02	*Tcf21*	3.2	2.2E-02	1.1E-01
*Olr1*	4.2	9.7E-07	1.9E-03	*Aff3*	3.1	2.4E-05	3.6E-03
*Ch25h*	3.6	5.8E-03	5.5E-02	*Daxx*	2.4	4.9E-04	1.5E-02
*Fabp4*	3.5	4.0E-03	4.4E-02				
*Ces1d*	2.7	1.2E-03	2.3E-02				
*Aldh2*	2.6	4.2E-04	1.4E-02				
*Liph*	2.6	6.3E-04	1.6E-02				
*Plscr1*	2.2	1.9E-04	9.4E-03				
*Lipe*	2.1	1.3E-03	2.4E-02				
*Lpl*	2.1	6.2E-04	1.6E-02				
*Plscr4*	2.0	2.9E-05	4.0E-03				
*Echdc2*	2.0	7.4E-03	6.3E-02				

**Table 2:** Classification of genes downregulated in E18.5 vs. E16.5 PLECs (FC≤-2, p<0.05, FDR q<0.25).

	FC	Pval	FDR		FC	Pval	FDR
**Cell Cycle**				**mRNA Processing**			
*Mcm5*	-4.1	8.6E-05	6.5E-03	*Tmem48*	-3.5	5.2E-07	1.8E-03
*Tipin*	-4.0	1.6E-05	3.5E-03	*Raet1d*	-3.4	5.7E-03	5.4E-02
*Fbxo5*	-3.8	1.6E-04	8.7E-03	*Rrm2*	-3.3	2.5E-05	3.6E-03
*Bub1*	-3.7	5.1E-05	5.3E-03	*Pmf1*	-3.2	1.8E-05	3.5E-03
*Kif11*	-3.4	6.8E-05	6.0E-03	*Exosc6*	-2.7	5.6E-03	5.3E-02
*Cenph*	-3.3	1.1E-06	1.9E-03	*Rnaseh2b*	-2.4	1.7E-05	3.5E-03
*Chek1*	-2.9	3.5E-05	4.4E-03				
*Mki67*	-2.4	3.2E-03	4.0E-02	**Ubiquitin proteasome pathway**			
*Iqgap3*	-2.0	4.6E-03	4.8E-02	*Dtl*	-3.3	3.4E-06	2.1E-03
				*Skp2*	-3.1	5.0E-05	5.3E-03
**DNA Replication**				*Usp1*	-2.6	2.3E-04	1.0E-02
*Pole*	-4.4	3.2E-05	4.2E-03	*Uhrf1*	-2.5	4.9E-04	1.5E-02
*Rfc4*	-3.8	4.8E-06	2.4E-03	*Uchl5*	-2.3	7.6E-04	1.8E-02
*Rad51*	-3.4	1.2E-04	7.1E-03	*Ube2c*	-2.1	1.9E-04	9.4E-03
*Cenph*	-3.3	1.1E-06	1.9E-03				
*Dtl*	-3.3	3.4E-06	2.1E-03	**Transcriptional regulators**			
*Chaf1b*	-3.2	1.1E-04	6.9E-03	*E2f8*	-3.6	1.6E-04	8.6E-03
*Lig1*	-3.2	3.7E-06	2.1E-03	*Tacc3*	-2.9	2.3E-05	3.6E-03
				*E2f1*	-2.8	7.8E-04	1.8E-02
**Oxidoreductase Activity**				*Foxp2*	-2.7	3.7E-02	1.5E-01
*Cyp1a1*	-3.3	6.3E-03	5.7E-02	*Foxm1*	-2.6	1.0E-04	6.9E-03
*Dhfr*	-3.2	2.2E-05	3.5E-03	*Cdk4*	-2.4	5.7E-04	1.6E-02
*Mthfd2*	-2.3	7.4E-04	1.8E-02	*Rbl1*	-2.2	7.8E-05	6.3E-03
*Srd5a1*	-2.2	1.9E-04	9.4E-03	*Trp53*	-2.2	1.0E-05	3.1E-03
*Dhcr7*	-2.0	2.5E-04	1.1E-02				
				**Receptors and receptor interactors**			
**Chromosome maintenance**				*Hmmr/Rhamm*	-3.0	2.5E-04	1.1E-02
*Hells*	-5.5	3.5E-06	2.1E-03	*Lpar4*	-2.7	1.2E-04	7.1E-03
*Prim1*	-4.9	3.8E-06	2.1E-03	*Trip13*	-2.3	2.4E-03	3.4E-02
*Mcm7*	-3.7	3.7E-06	2.1E-03	*Lpar6*	-2.2	1.7E-03	2.8E-02
*Smc2*	-3.6	1.6E-04	8.6E-03	*Traf4*	-2.0	4.1E-03	4.5E-02
*Mcm2*	-3.2	2.6E-05	3.7E-03	*Mc5r*	-2.0	3.2E-02	1.4E-01
*Dkc1*	-2.4	2.8E-04	1.1E-02				
**Cell adhesion & cell junction**							
*Stab2*	-2.9	2.2E-04	1.0E-02				
*Cldn6*	-2.3	1.3E-02	8.7E-02				
*Vcan*	-2.3	2.4E-02	1.2E-01				
*Cdh2*	-2.1	3.2E-04	1.2E-02				

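*Ntrk2*, a neurotrophin receptor, averaged 2.86 ± 0.08 (SD, n = 3) at E16.5, 3.33 ± 0.11 (SD, n = 3) at E17.5 and 5.06 ± 0.58 (SD, n = 3) at E18.5. *Spon1*, an extracellular matrix protein, averaged 4.10 ± 0.21 (SD, n = 3), 5.22 ± 0.23 (SD, n = 3) and 6.82 ± 0.62 (SD, n = 3) on these days, and *Serpina3n*, a serine protease inhibitor, 2.82 ± 0.50 (SD, n = 3), 3.45 ± 0.27 (SD, n = 3) and 5.28 ± 0.46 (SD, n = 3). The E16.5 and E17.5 means of *Ntrk2* and *Serpina3n* lay below the array medians, so the size of their rises is uncertain. *Ntrk2*, *Spon1* and *Serpina3n* belong to the 398 genes of cluster 1. Of the 398, 323 had a positive change from E16.5 to E17.5 and all 398 from E17.5 to E18.5. None of the 398 passed limma's test from E16.5 to E17.5, where 100 were higher and 12 lower at an unadjusted p under 0.05, and 161 rose from E17.5 to E18.5. The later change was larger than the earlier change in 372 of them. By limma's test of the difference between both changes, 143 had an unadjusted p under 0.05 and none passed after correction (smallest FDR q = 0.32). From E16.5 to E18.5, 348 rose and 50 did not pass the test. In simulated data with 200 changed genes, the test of the difference found 0.5% of genes whose later change was larger by a log2 value of 1 and 75% at 2. After correction this share depends on how many genes change, so it does not give the power in the measured samples.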

Cluster 1 is comprised of 398 genes that are slightly upregulated from E16.5 to E17.5 and then strongly upregulated at E18.5. 

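The genes of cluster 1 held many interferon-stimulated genes, complement genes and targets of NF-kB, and also most of the alveolar epithelial markers measured. *Iigp1*, an interferon-inducible GTPase, rose by a log2 fold change of 2.63 from E16.5 to E18.5 (SE 0.17, FDR q = 0.0019), *Gbp3*, another GTPase, by 1.92 (SE 0.13, FDR q = 0.0019) and *Isg15*, a ubiquitin-like protein induced by interferon, by 1.95 (SE 0.29, FDR q = 0.011). *Il6*, a cytokine, rose by 2.95 (SE 0.20, FDR q = 0.0020). *Thbs1*, which acts on clots and vessels, belongs to this cluster too, with a log2 fold change of 1.03 that did not pass the test (FDR q = 0.062). Of 37 interferon response genes tested, 15 were in cluster 1 (Fisher's exact test, adjusted p = 1.4e-12), and of 16 interferon-inducible GTPases and related genes 9 were (adjusted p = 4.0e-09, Fisher's exact test). Of 16 complement genes, 5 were in the cluster (adjusted p = 0.0011, Fisher's exact test), of 29 NF-kB targets 7 (adjusted p = 0.00027) and of 20 basement membrane genes 4 (adjusted p = 0.028). Markers of other lung cells stood in the same cluster: 13 of 14 alveolar type I markers (adjusted p = 6.5e-18, Fisher's exact test), 9 of 12 alveolar type II markers (adjusted p = 1.0e-10), 3 of 8 airway markers and 4 of 17 fibroblast markers (adjusted p = 0.016 for each). Of 42 angiogenesis genes, 5 were in the cluster and did not pass (adjusted p = 0.072, Fisher's exact test), nor did 4 of 25 genes of lipid synthesis and storage (adjusted p = 0.059) or 2 of 18 integrins (adjusted p = 0.64). *Scgb1a1*, which the paper lists under the response to cytokine, is among the airway markers. Of 240 pairs of list and cluster, 19 passed an adjusted p of 0.05 against the tested genes. Genes of a list move together, so they are not independent in these tests. The lists were written after the genes of each cluster had been read, so the tests are not blind.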

DAVID analysis (results for all clusters are in S3 and S4 Files) indicated that this cluster is strongly and significantly enriched in genes associated with the GO terms "defense response to virus" (GO:0051607, FDR *q* = 7.6x10^-6^), which includes *Cxcl10*, *Dhx58*, *Gpam*, *Ifit1*, *Il33*, *Il6*, *Isg15*, *Isg20*, *Mx2*, *Oas2*, *Oasl1*, *Oasl2*, *Plscr1*, *Rnasel*, *Rsad2*, *Samhd1*, *Stat2*, and *Zc3hav1*; "cellular response to interferon-beta" (GO:0035458, FDR *q* = 1.7x10^-4^), which includes *Gbp2*, *Gbp3*, *Gm4951*, *Ifi203*, *Ifi47*, *Ifit1*, *Igtp*, *Iigp1*, and *Irgm1*; "response to cytokine" (GO:0034097, FDR *q* = 3.6x10^-3^), which includes *Cd274*, *Cxcl16*, *Mapkapk3*, *Ptgs2*, *Scgb1a1*, *Serpina3f*, *Serpina3g*, *Serpina3n*, *Skil*, and *Timp2;* "cell adhesion" (GO:0007155, FDR *q* = 6.7x10^-6^); "extracellular matrix organization" (GO:0030198, FDR *q* = 1.1x10^-5^); and "positive regulation of angiogenesis" (GO:0045766, FDR q = 1.2x10^-4^), including *Anxa3*, *C3*, *Ccbe1*, *Chi3l1*, *Ctsh*, *Ecm1*, *Epha1*, *Hc*, *Hspb1*, *Sema5a*, *Serpine1*, *Sphk1*, *Thbs1*, and *Vegfa*. This cluster also showed nominally significant enrichment for the two overlapping GO terms "fatty acid metabolic process" (GO:0006631, *p* = 9.8x10^-3^) and "lipid metabolic process" (GO:0006629, *p* = 0.029), which include *Abhd5*, *Apoe*, *C3*, *Ces1d*, *Echdc2*, *Fabp4*, *Fads3*, *Gpam*, *Hsd11b1*, *Liph*, *Lpin2*, *Lpl*, *Pmvk*, *Ptgs2*, *Scd1*, *Sftpb*, and *Vldlr*.

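Genes of lipid synthesis and storage changed in both directions. *Scd1*, a desaturase that makes monounsaturated fatty acids, rose by a log2 fold change of 2.73 from E16.5 to E18.5 (SE 0.13, FDR q = 0.00084). *Olr1*, a receptor for oxidized lipoprotein, rose by 2.09 (SE 0.13, FDR q = 0.0019), *Fabp4*, a fatty acid carrier, by 1.87 (SE 0.44, FDR q = 0.044), and *Lpl*, lipoprotein lipase, by 1.03 (SE 0.18, FDR q = 0.016). *Elovl6*, an elongase of fatty acids, fell by 1.19 (SE 0.20, FDR q = 0.016), and *Fads1*, a desaturase that was chosen for naming after its values were seen, fell by 0.71 (FDR q = 0.030). *Sftpb*, a surfactant protein of alveolar type II cells, had a log2 fold change of 1.17 (FDR q = 0.12) beside 12 alveolar type II markers, of which 6 rose and none fell (9 higher and 1 lower when adjusted over the list alone, an estimated-correlation test giving adjusted p = 0.15). Of 25 genes of lipid synthesis and storage, 6 rose, 2 fell and 17 did not pass the test (6 higher and 3 lower when adjusted over the list alone). As a set they ranked above other genes by camera with a preset correlation (adjusted p = 0.021), which did not hold without E18.5 replicate 1 (adjusted p = 0.086) or with an estimated correlation (adjusted p = 0.15 with an estimated correlation).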

Cluster 2 contains 95 genes that are upregulated in a gradual manner from E16.5 to E17.5 and then to E18.5. These genes are significantly associated with the GO terms "positive regulation of antigen processing and presentation of endogenous peptide antigen via MHC class I" (GO:0019885, *p* = 1.8x10^-4^, FDR q = 0.042), including *Tap1*, *Tap2* and *Tapbp*, and "innate immune response" (GO:0045087, *p* = 1.7x10^-3^, FDR *q* = 0.21), including *Adar*, *Ifih1*, *Irf7*, *Nod2*, *Pml*, *Tbkbp1*, *Trim21*, and *Trim25*.

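*Lgals3bp*, a secreted galectin-binding protein induced by interferon, averaged 4.62 ± 0.16 (SD, n = 3) at E16.5, 5.79 ± 0.44 (SD, n = 3) at E17.5 and 7.16 ± 0.45 (SD, n = 3) at E18.5. *Fgf1*, a fibroblast growth factor, averaged 5.33 ± 0.25 (SD, n = 3), 6.19 ± 0.18 (SD, n = 3) and 6.87 ± 0.17 (SD, n = 3), and *Lipe*, hormone-sensitive lipase, 5.20 ± 0.41 (SD, n = 3), 5.99 ± 0.22 (SD, n = 3) and 6.33 ± 0.21 (SD, n = 3). All 95 genes of the cluster had a positive change from E16.5 to E17.5 and 85 a positive change from E17.5 to E18.5. From E16.5 to E18.5, 84 rose and 11 did not pass the test. None passed limma's test from E16.5 to E17.5, where 92 were higher at an unadjusted p under 0.05, and 2 rose from E17.5 to E18.5, where 30 were higher at an unadjusted p under 0.05. The later change was larger than the earlier one in 9 of the 95 genes, and the difference between both changes had an unadjusted p under 0.05 in 18 and passed after correction in none (smallest FDR q = 0.47).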

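Some genes of MHC class I presentation rose and others did not pass the test. *Tapbp*, which encodes tapasin, rose by a log2 fold change of 1.03 from E16.5 to E18.5 (SE 0.15, FDR q = 0.011) and *Tap1*, a peptide transporter, by 1.37 (SE 0.28, FDR q = 0.030). *Tap2*, its partner, had a log2 fold change of 0.56 (SE 0.16, FDR q = 0.069), with every E18.5 sample above every E16.5 sample. *H2-K1*, an MHC class I gene, rose by 1.29 (SE 0.15, FDR q = 0.0058). Among the innate immune genes, *Ifih1*, a sensor of viral RNA, rose by 1.92 (SE 0.17, FDR q = 0.0031), *Nod2* by 1.02 (SE 0.20, FDR q = 0.024), *Pml* by 0.97 (SE 0.16, FDR q = 0.014), *Trim21* by 1.01 (SE 0.17, FDR q = 0.014), *Adar* by 0.85 (SE 0.19, FDR q = 0.034) and *Trim25* by 0.70 (SE 0.15, FDR q = 0.035), and *Tbkbp1* had a log2 fold change of 0.55 (SE 0.16, FDR q = 0.075). Of 13 genes of MHC class I presentation tested, 5 rose, none fell and 8 did not pass the test (8 higher when adjusted over the list alone). As a set they ranked above other genes by camera with a preset correlation (adjusted p = 1.0e-07; adjusted p = 0.23 with an estimated correlation). In cluster 2 lay 4 of them (Fisher's exact test, adjusted p = 4.0e-05) and 7 of the 37 interferon response genes (Fisher's exact test, adjusted p = 1.5e-07). Both lists were written after the genes of each cluster had been read.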

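*Psma4* and *Psma1*, which encode subunits of the proteasome core, fell by 0.55 (SE 0.12, FDR q = 0.032) and fell by 0.66 (SE 0.15, FDR q = 0.037) on the log2 scale from E16.5 to E18.5. *Ube2c*, the ubiquitin-conjugating enzyme that marks mitotic cyclins for degradation, fell by 1.06 (SE 0.15, FDR q = 0.0094), and *Usp11*, a deubiquitinase, fell by 0.48 (SE 0.10, FDR q = 0.028). From E16.5 to E17.5 these genes changed by a log2 value of -0.65 for *Psma4*, -0.52 for *Psma1*, -0.76 for *Ube2c* and -0.60 for *Usp11*, with FDR q values from 0.083 to 0.15. *Pcbd1*, which encodes a dehydratase of pterin metabolism, fell by 1.33 between these days (FDR q = 0.016), and *Ccnb1*, which encodes a mitotic cyclin, fell by 1.03 (FDR q = 0.040). The 80 genes of cluster 3, to which these belong, had a median log2 change of -0.64 from E16.5 to E17.5 and of -0.07 from E17.5 to E18.5. Of the 80, 7 fell from E16.5 to E17.5, where all 80 were lower at an unadjusted p under 0.05, and 62 fell from E16.5 to E18.5; none passed limma's test from E17.5 to E18.5, where 2 were higher and 10 lower at an unadjusted p under 0.05. Of 28 proteasome genes, 6 fell from E16.5 to E18.5, none rose and 22 did not pass the test (18 lower when adjusted over the list alone), with a set test by camera at adjusted p = 2.0e-07 for a preset correlation and adjusted p = 0.26 with an estimated correlation.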

Cluster 3 encompasses 80 genes with an expression pattern that is abruptly down-regulated between E16.5 and E17.5 and remains low at E18.5, including genes involved in ubiquitin-dependent protein catabolism (GO:0006511, *p* = 0.020): *Psma1*, *Psma4*, *Ube2c*, and *Usp11*. Surprisingly, cluster 4, which contains only 11 genes with a trough-like pattern of down-regulation at E17.5 followed by reversion to E16.5 levels at E18.5, was significantly associated with the GO term "steroid metabolic process" (GO:0008202, FDR *q* = 0.066) as it contains the genes *Hmgcs1*, *Sc4mol*, and *Soat1*. However, cluster 5, which contains only eight genes that peak at E17.5, was too small to achieve statistical significance for any GO terms.

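*Hmgcs1*, *Sc4mol* and *Soat1*, which the paper grouped in cluster 4 on these samples, had their lowest means at E17.5. *Hmgcs1*, an early enzyme of the pathway, averaged 7.44 ± 0.23 (SD, n = 3) at E16.5, 6.65 ± 0.34 (SD, n = 3) at E17.5 and 7.08 ± 0.00 (SD, n = 3) at E18.5. *Sc4mol*, a sterol oxidase, averaged 5.92 ± 0.27 (SD, n = 3), 4.78 ± 0.53 (SD, n = 3) and 5.69 ± 0.26 (SD, n = 3), and *Soat1*, which esterifies cholesterol, 6.37 ± 0.09 (SD, n = 3), 5.83 ± 0.06 (SD, n = 3) and 6.48 ± 0.18 (SD, n = 3). None of the 11 genes of cluster 4 passed limma's test from E16.5 to E17.5, where all 11 were lower at an unadjusted p under 0.05, and 3 rose from E17.5 to E18.5, where all 11 were higher at an unadjusted p under 0.05. *Soat1* rose by 0.66 on the log2 scale from E17.5 to E18.5 (FDR q = 0.029); the changes of *Hmgcs1* and *Sc4mol* on either day had FDR q values from 0.11 to 0.24. Of 23 genes of cholesterol synthesis and uptake tested, 2, *Hmgcs1* and *Sc4mol*, lay in cluster 4 (Fisher's exact test, adjusted p = 0.0024) and 4 in cluster 3 (Fisher's exact test, adjusted p = 0.00019). The list was written after the genes of each cluster had been read, so these 2 tests are not blind. The median log2 change of the 23 genes was -0.49 from E16.5 to E17.5 and 0.10 from E17.5 to E18.5. From E16.5 to E18.5, 5 of them fell, none rose and 18 did not pass the test (1 higher and 6 lower when adjusted over the list alone), with a set test by camera at adjusted p = 0.0053 for a preset correlation and adjusted p = 0.33 with an estimated correlation. *Dhcr7* and *Cyp51*, enzymes of late steps, fell by 1.02 (FDR q = 0.011) and fell by 0.88 (FDR q = 0.039).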

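The 8 genes of cluster 5 were *Fgd5*, *Ighv2-6-8*, *Notch4*, *Nova2*, *Shank3*, *Slco2b1*, *Whrn* and *Xylt1*. *Notch4*, an endothelial Notch receptor, averaged 7.65 ± 0.04 (SD, n = 3) at E16.5, 7.98 ± 0.06 (SD, n = 3) at E17.5 and 7.47 ± 0.18 (SD, n = 3) at E18.5. *Xylt1*, a xylosyltransferase of proteoglycan synthesis, averaged 6.04 ± 0.04 (SD, n = 3), 6.40 ± 0.12 (SD, n = 3) and 5.62 ± 0.17 (SD, n = 3) and fell by 0.78 on the log2 scale from E17.5 to E18.5 (FDR q = 0.015). The genes of this cluster were named after their values were seen. By limma none of the 8 passed from E16.5 to E17.5, where all 8 were higher at an unadjusted p under 0.05, and *Xylt1* alone passed from E17.5 to E18.5, where 7 were lower at an unadjusted p under 0.05. None of the 40 gene lists was over-represented among the 8 genes.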

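*Pole*, the catalytic subunit of a replicative DNA polymerase, averaged 6.48 ± 0.34 (SD, n = 3) at E16.5, 5.52 ± 0.07 (SD, n = 3) at E17.5 and 4.36 ± 0.34 (SD, n = 3) at E18.5. *Rrm2*, a subunit of ribonucleotide reductase, averaged 7.52 ± 0.05 (SD, n = 3), 6.67 ± 0.21 (SD, n = 3) and 5.78 ± 0.35 (SD, n = 3), and *Fbxo5*, an inhibitor of the anaphase-promoting complex, 6.89 ± 0.24 (SD, n = 3), 6.23 ± 0.11 (SD, n = 3) and 4.90 ± 0.54 (SD, n = 3). *2810417H13Rik*, which encodes a PCNA-binding protein, was among the genes that fell on both days, by 1.07 to E17.5 (FDR q = 0.047) and by 0.89 to E18.5 (FDR q = 0.029) on the log2 scale. These genes belong to the 689 of cluster 6, of which 671 fell from E16.5 to E18.5 and 18 did not pass limma's test. From E16.5 to E17.5, 14 of the 689 fell (485 lower at an unadjusted p under 0.05), and from E17.5 to E18.5, 100 fell (524 lower at an unadjusted p under 0.05). The change had a positive sign in 22 of them on the earlier day and in 0 on the later day. The difference between both changes had an unadjusted p under 0.05 in 41 and passed after correction in none (smallest FDR q = 0.43).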

Cluster 6 contains 689 genes that are progressively down-regulated from E16.5 to E17.5 and then to E18.5. This cluster is significantly enriched in genes that are involved in mitotic processes and are associated with GO terms such as "cell cycle" (GO:0007049, *p* = 2.3 x 10^−68^), e.g., *Brca1*, *Ccna2*, *Ccnb2*, *Ccne1/2*, *Ccnf*, *Cdc6/7*, *Cdc25a/c*, *Cdk1/2/4*, *Chek1/2*, *Mcm4/5*, and *Mki67*; "DNA replication" (GO:0006260, *p* = 6.9 x 10^−36^), e.g., *Cdt1*, *Chaf1a/b*, *Gins1/2/4*, *Lig1*, *Pole*, *Polh*, *Prim1/2*, *Ticrr*; and "mRNA processing" (GO:0006397, *p* = 5.1x10^-9^), e.g., *Cpsf2/3*, *Dhx20/Dhx39*, *Gemin5*, *Khsrp*, *Lsm2*, *Rbmx*, *Rnps1*, *Ttf2*, *Usp39*, *Wdr33* and *Zcchc8*.

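Most genes of mitosis fell, as did some genes of mRNA splicing. *Ccna2*, an S-phase and mitotic cyclin, fell by 1.68 on the log2 scale from E16.5 to E18.5 (SE 0.20, FDR q = 0.0059), its kinase *Cdk1* fell by 1.49 (SE 0.23, FDR q = 0.012), and *Chek1*, a checkpoint kinase, fell by 1.55 (SE 0.17, FDR q = 0.0044). *Mki67*, the marker of cycling cells, fell by 1.21 (SE 0.28, FDR q = 0.040), and *Brca1*, a DNA repair gene, fell by 1.61 (SE 0.36, FDR q = 0.037). Of the mRNA processing genes, *Rnps1* fell by 0.89 (SE 0.14, FDR q = 0.013), *Lsm2* fell by 0.74 (SE 0.13, FDR q = 0.018), *Rbmx* fell by 0.64 (SE 0.11, FDR q = 0.016) and *Khsrp* fell by 0.52 (SE 0.11, FDR q = 0.036). Of 40 genes of mitosis, 39 fell and 1 did not pass the test (40 lower when adjusted over the list alone), with a median log2 fold change of -1.50; a set test by camera gave adjusted p = 5.1e-32 for a preset correlation and adjusted p = 0.11 with an estimated correlation. Of 32 splicing genes, 10 fell, none rose and 22 did not pass the test (19 lower when adjusted over the list alone), with a median of -0.51; camera gave adjusted p = 2.0e-07 for a preset correlation and adjusted p = 0.11 with an estimated correlation. Cluster 6 held 36 of the 40 mitosis genes (Fisher's exact test, adjusted p = 2.4e-41) and 10 of the 32 splicing genes (Fisher's exact test, adjusted p = 4.7e-05). Both lists were written after the genes of each cluster had been read. All 40 mitosis genes were lower in every E18.5 sample than in every E16.5 sample, as were 21 of the 32 splicing genes, where chance gives 5% for this direction and 18.3% of all tested genes were lower in this way.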

### Gene set enrichment analysis

Although the clustering analysis described above identified numerous pathways that are significantly overrepresented in gene clusters with temporal-dependent expression, some of these results are derived from a relatively small number of genes. To increase statistical power to identify biological pathways that are coordinately up- or down-regulated with respect to time, we next performed Gene Set Enrichment Analysis (GSEA), ranking the human homologs of all genes interrogated by the microarray according to the *t* statistic computed between the early and late time points. The full results of the GSEA analysis are included in S5 File. 

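Most interferon-stimulated genes tested rose from E16.5 to E18.5, as did smaller numbers of complement, coagulation and angiogenesis genes. *Usp18*, which removes the ubiquitin-like Isg15 from proteins, rose by a log2 fold change of 2.83 (SE 0.22, FDR q = 0.0021) by limma. *Stat2*, a transcription factor downstream of the interferon receptor, rose by 1.03 (SE 0.13, FDR q = 0.0070), and *Socs3*, an inhibitor of cytokine signaling, by 1.07 (SE 0.20, FDR q = 0.023). Of 37 interferon response genes, a list written after Tables 1 and 2 and the supplementary tables had been read and holding 14 genes of Tables 1 and 2, 30 rose, none fell and 7 did not pass the test (36 higher when adjusted over the list alone), with a median log2 fold change of 1.20. Of 16 interferon-inducible GTPases and related genes, 11 rose and 5 did not pass the test (15 higher when adjusted over the list alone), with a median of 1.58. By camera with a preset correlation these lists ranked above other genes at adjusted p = 7.5e-30 and adjusted p = 8.7e-16, with adjusted p = 0.11 with an estimated correlation for each. Of 16 complement genes, 3 rose and 13 did not pass the test (5 higher when adjusted over the list alone), with camera at adjusted p = 1.9e-05 for a preset correlation and adjusted p = 0.27 with an estimated correlation. Of 22 coagulation genes, 3 rose, 1 fell and 18 did not pass the test (7 higher and 1 lower when adjusted over the list alone), with camera at adjusted p = 0.00036 for a preset correlation and adjusted p = 0.11 with an estimated correlation. Of 42 angiogenesis genes, 7 rose, none fell and 35 did not pass the test (8 higher when adjusted over the list alone), with camera at adjusted p = 0.0044 for a preset correlation and adjusted p = 0.33 with an estimated correlation. Alveolar type I markers moved with these lists, 12 of 14 rising (13 higher and 1 lower when adjusted over the list alone), with camera at adjusted p = 1.0e-14 for a preset correlation and adjusted p = 0.11 with an estimated correlation.

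**Figure D3:**
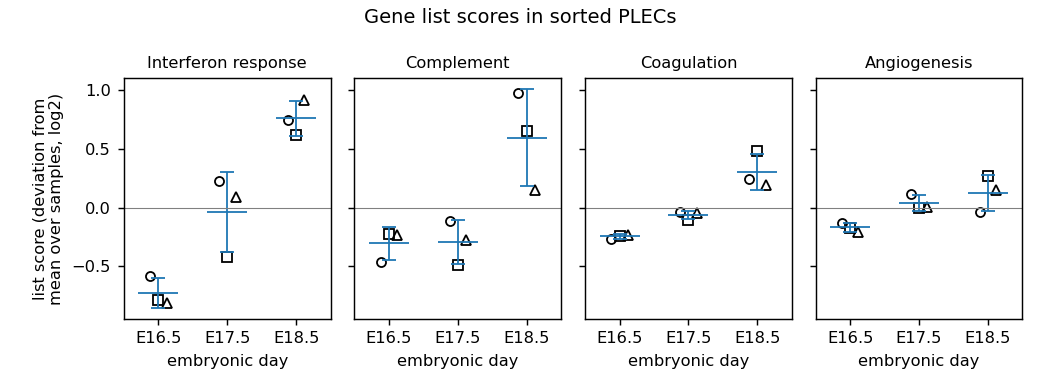
Score of 4 gene lists, the mean over the tested genes of the deviation of the RMA value (log2) from its mean over all samples, in the 3 samples of each embryonic day; circles, squares and triangles are replicates 1, 2 and 3, and the bars give the mean and SD. The interferon response score lies between 0.62 and 0.92 at E18.5 and between -0.81 and -0.58 at E16.5.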

Many gene sets were significantly coordinately upregulated from E16.5 to E18.5, including the Reactome "interferon alpha/beta signaling" pathway (R-HSA-909733, FDR *q* < 0.001), which includes *Socs3*, *Irf7*, *Stat1*, *Stat2*, and *Usp18* (Fig 6A); the KEGG pathway "complement and coagulation cascades" (hsa04610, FDR *q* = 0.0006), which contains the *Serping1* and *Serpine1*, *two* genes with fibrinolytic and plasminogen inhibitor activity; and the complement genes *C3*, *C7*, *Cfh* and *Hc (*Fig 6B); and the GO term "regulation of angiogenesis" (GO:0045765, FDR *q* = 0.012) were enriched in genes upregulated at E18.5 (Fig 6C and Table 1).

**Fig 6:**
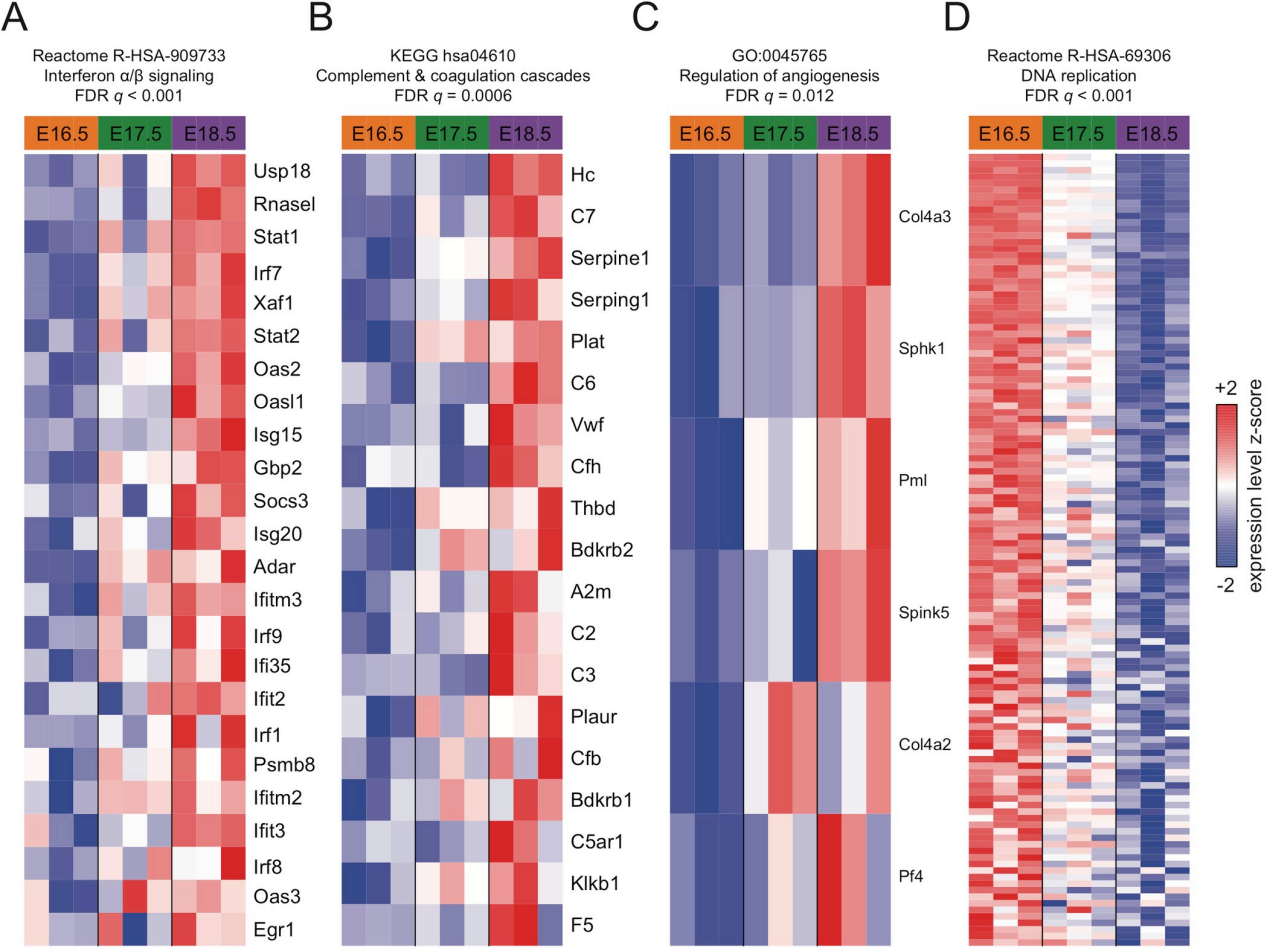
Leading edge heatmaps of selected GSEA results. The expression of the leading edge genes of each GSEA result is shown for (A) Reactome "interferon α/β signaling", (B) KEGG "complement and coagulation cascades", (C) Gene Ontology "regulation of angiogenesis", and (D) Reactome "DNA replication". Genes (rows) are arranged in descending order by the magnitude of the E18.5 vs E16.5 *t* statistic. Expression values for each gene were *z*-normalized to a mean of zero and standard deviation of one across all samples in each row; blue, white, and red indicate final *z*-scores of ≤ -2, 0, and ≥ 2, respectively.

Conversely, many gene sets related to mitotic cell cycle were significantly coordinately down-regulated from E16.5 to E18.5, including the Reactome "DNA replication" pathway (R-HSA-69306, FDR *q* < 0.001), which includes *Mcm5*, a gene involved in licensing DNA replication (Fig 6D and Table 2).

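Most genes of DNA replication that were tested fell. *Mcm5* (Entrez Gene 17218), a subunit of the replicative helicase, averaged 7.74 ± 0.24 (SD, n = 3) at E16.5, 6.92 ± 0.14 (SD, n = 3) at E17.5 and 5.68 ± 0.50 (SD, n = 3) at E18.5, and fell by 2.06 on the log2 scale from E16.5 to E18.5 (SE 0.26, FDR q = 0.0065). Its partners *Mcm7* and *Mcm2* fell by 1.87 (SE 0.15, FDR q = 0.0021) and fell by 1.70 (SE 0.18, FDR q = 0.0037). *Rfc4*, a subunit of the clamp loader, fell by 1.94 (SE 0.16, FDR q = 0.0024), and *Lig1*, the ligase that joins Okazaki fragments, fell by 1.67 (SE 0.13, FDR q = 0.0021). Of 50 DNA replication genes tested, a list that holds 9 genes of Table 2 and was written after that table and the supplementary tables, with the genes of each cluster, had been read, 41 fell, none rose and 9 did not pass the test (49 lower when adjusted over the list alone). Their median log2 fold change was -1.23, and 40 of the 50 belonged to cluster 6 (Fisher's exact test, adjusted p = 1.9e-41). A set test by camera gave adjusted p = 1.4e-31 for a preset correlation and adjusted p = 0.11 with an estimated correlation. All but 1 of the 50 were lower in every E18.5 sample than in every E16.5 sample, where chance gives 5% for this direction and 18.3% of all tested genes were lower in this way.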

We selected several canonical interferon-stimulated genes (ISGs) and other genes involved in the IFN-I pathway and confirmed their upregulation in independently sorted E16.5 and E18.5 PLEC samples by qRT-PCR. We also confirmed down-regulation of *Mcm5* in E18.5 PLECs (Fig 7). 

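*Ifit1* (Entrez Gene 15957), an interferon-stimulated gene whose protein binds foreign RNA, averaged 3.26 ± 0.16 (SD, n = 3) at E16.5, 4.15 ± 0.18 (SD, n = 3) at E17.5 and 6.09 ± 0.53 (SD, n = 3) at E18.5 on the arrays. It rose by a log2 fold change of 2.83 from E16.5 to E18.5 (SE 0.26, FDR q = 0.0031, limma), which is a 7.40-fold ratio of the mean linear values; the E16.5 mean lay below the array medians, so the size of this ratio is uncertain. The E18.5 samples read 6.60, 5.55 and 6.13, each above all samples of the earlier days. Most of the rise fell between E17.5 and E18.5, at 1.95 on the log2 scale (FDR q = 0.0089); the change from E16.5 to E17.5 was 0.88 (FDR q = 0.15), and the difference between both changes did not pass the test (FDR q = 0.57).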

Next we used single-molecule fluorescent *in situ* hybridization probes against *Ifit1* (interferon-induced protein with tetratricopeptide repeats 1), a well-established ISG significantly upregulated from E16.5 to E18.5 (7.4-fold, FDR *q* = 3.1x10^-3^) to further confirm that the IFN-I pathway was activated in E18.5 PLECs *in vivo* (Fig 8). This analysis demonstrated increased expression of *Ifit1* in Vegfr3+ LECs at E18.5 versus E16.5. Combined with the microarray and qRT-PCR analysis, these data provide further evidence that PLECs are a target of IFN-I signaling in late gestation and that ISGs are transcriptionally active in fetal LECs *in vivo*.

**Fig 7:**
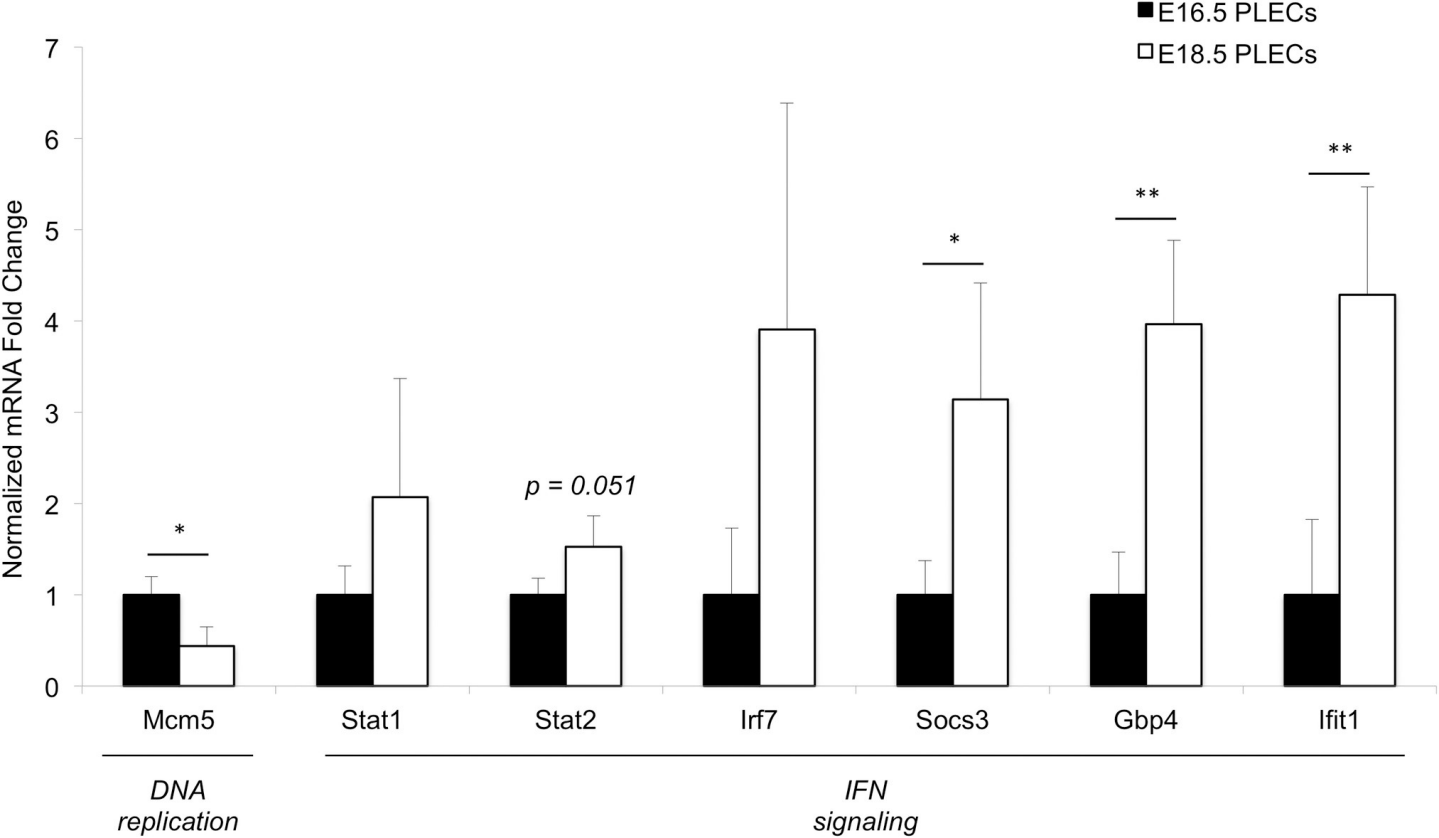
Down-regulation of cell-cycle and upregulation of IFN pathway genes in fetal PLECs. qRT-PCR analysis of gene expression in independently sorted PLEC samples, (E16.5, *n = 3*; E18.5, *n = 2* or *n = 3* for *Ifit1* and *Irf7*). Statistical analysis was performed using an unpaired 1-tailed Student *t* test (**p<0.*01*, *p<0.*05*).

**Fig 8:**
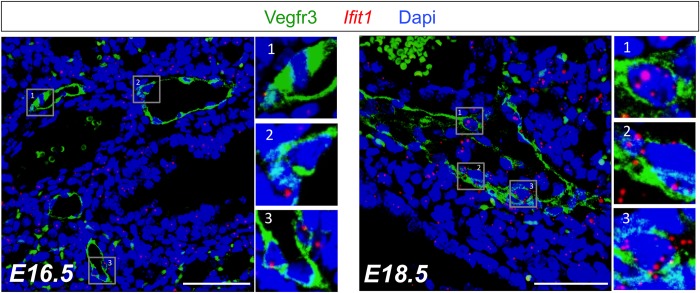
Increased expression of *Ifit1* mRNA in E18.5 PLECs *in vivo*. Single molecule fluorescent *in situ* hybridization for *Ifit1* mRNA (red punctae) and Vegfr3 (green) immunostaining in E16.5 and E18.5 lungs. Boxed, numbered insets have been cropped, magnified and shown at the right of each image. Note the increased red punctae representing *Ifit1* mRNA in Vegfr3+ PLECs at E18.5. (*scale bar*, *50 um*).

### Fetal PLEC specific maturation profile

To identify genes and pathways that are unique to PLECs during prenatal maturation, we repeated the statistical analysis and GSEA using a publicly available microarray dataset (GSE35485) profiling whole fetal lung in C57BL/6 animals at the same time points, and compared these results with those obtained from the PLECs. The full set of statistical results is provided in S6 File, and a tabulation of the E18.5 vs E16.5 GSEA results in both the PLECs and GSE35485 is provided in S7 File. These analyses demonstrated that sets of genes annotated with the GO term "chemokine activity" (GO:0008009) or containing an NF-κB binding site (TRANSFAC motif V$NFKAPPAB_01) in their promoter were significantly upregulated between E16.5 and E18.5 (FDR *q* < 0.25) in PLECs but not in whole lung. 

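Some chemokine genes and targets of NF-kB rose in the PLECs from E16.5 to E18.5; whole lung was not analysed here. Of 22 chemokine genes tested, 4 rose, 1 fell and 17 did not pass the test (8 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.88. Those that rose were *Cxcl1*, *Cxcl10*, *Cxcl15* and *Cxcl16*, and the gene that fell was *Ccl25*, by 0.64 (SE 0.16, FDR q = 0.047). *Cxcl15*, which rose by 2.48 (FDR q = 0.0058), is also an alveolar type II marker, and 9 of the 22 stand in other lists used here. Of 29 NF-kB targets, 9 rose, none fell and 20 did not pass the test (16 higher when adjusted over the list alone), with a median log2 fold change of 0.92. *Tnfaip3*, a feedback inhibitor of NF-kB, rose by 1.34 (SE 0.33, FDR q = 0.047), *Csf3*, a granulocyte growth factor, by 1.08 (SE 0.15, FDR q = 0.0086), and *Ptgs2*, which makes prostaglandins, by 1.17 (SE 0.21, FDR q = 0.018). By camera with a preset correlation the chemokines ranked above other genes at adjusted p = 3.6e-06 (adjusted p = 0.11 with an estimated correlation) and the NF-kB targets at adjusted p = 2.5e-11 (adjusted p = 0.11 with an estimated correlation). Immediate early and heat shock genes, which respond to cell handling among other stimuli, moved the same way: of 21, 2 rose and none fell (8 higher when adjusted over the list alone), with camera at adjusted p = 2.1e-06 for a preset correlation and adjusted p = 0.15 with an estimated correlation. The lists were written by hand and are not the gene sets the paper names.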

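Among the chemokines, *Cxcl1* rose by a log2 fold change of 2.05 from E16.5 to E18.5 (SE 0.19, FDR q = 0.0032), *Cxcl10* by 2.05 (SE 0.27, FDR q = 0.0076) and *Cxcl16* by 1.23 (SE 0.23, FDR q = 0.020). *Cxcl2* had a log2 fold change of 0.98 (SE 0.50, FDR q = 0.25) and overlapped between the days. *Pf4*, the platelet chemokine also named *Cxcl4*, had a log2 fold change of 1.60 (SE 0.52, FDR q = 0.10) and an SD of 1.15 over the E18.5 samples, where the other platelet genes also varied. Of the genes with an NF-kB site, *Prx*, which encodes periaxin, rose by 1.60 (SE 0.24, FDR q = 0.011), *Ddr1*, a collagen receptor, by 1.06 (SE 0.18, FDR q = 0.017), *Tnfrsf1b*, a receptor for tumor necrosis factor, by 1.01 (SE 0.18, FDR q = 0.019) and *Sdc4*, a proteoglycan, by 0.89 (SE 0.20, FDR q = 0.038). *Ntn1*, which encodes netrin, had a log2 fold change of 0.72 (SE 0.18, FDR q = 0.0505) and *Azin1*, which encodes antizyme inhibitor, of 0.63 (SE 0.16, FDR q = 0.051); neither passed the test, and in both every E18.5 sample was above every E16.5 sample. These values are limma's and cover the PLECs; whole lung was not analysed here.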

The “chemokine activity” gene set included *Cxcl1*, *Cxcl10*, *Cxcl16*, *Cxcl2*, and *Pf4/Cxcl4*, and “NF-κB target genes” included *Prx*, *Nod2*, *Ddr1*, *Tnfrsf1b*, *Sdc4*, *Ntn1* and *Azin1* (Fig 9A and 9B). In addition, the expression of several genes listed in Table 1 changed significantly with respect to time in PLECs (one-way ANOVA *p* < 0.05) but not in whole lung, including *Ch25h*, *Itpkc*, *Pcdhac2* and *S1pr3*, each of which were upregulated from E16.5 to E18.5 in a PLEC-specific manner (Fig 9C). 

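In the PLECs, *Ch25h*, which makes the oxysterol precursor of a chemotactic lipid, averaged 4.68 ± 0.49 (SD, n = 3) at E16.5, 5.55 ± 0.02 (SD, n = 3) at E17.5 and 6.41 ± 0.87 (SD, n = 3) at E18.5 (FDR q = 0.045 over the 3 days, limma). *Itpkc*, an inositol phosphate kinase, averaged 5.29 ± 0.32 (SD, n = 3), 5.62 ± 0.09 (SD, n = 3) and 6.80 ± 0.20 (SD, n = 3) (FDR q = 0.0018, limma). *Pcdhac2*, a protocadherin, averaged 3.52 ± 0.62 (SD, n = 3), 3.77 ± 0.50 (SD, n = 3) and 5.70 ± 0.62 (SD, n = 3) (FDR q = 0.012, limma). The *Pcdhac2* means at E16.5 and E17.5 lay below the array medians, so the size of its rise is uncertain. *S1pr3*, a receptor for sphingosine-1-phosphate, averaged 6.63 ± 0.28 (SD, n = 3), 6.68 ± 0.36 (SD, n = 3) and 7.63 ± 0.80 (SD, n = 3) (FDR q = 0.15, limma), and its E18.5 samples overlapped those of E16.5. Between E16.5 and E18.5, *Itpkc* rose by a log2 fold change of 1.51 (SE 0.19, FDR q = 0.0065) and *Pcdhac2* by 2.18 (SE 0.39, FDR q = 0.019), while *Ch25h* at 1.73 (SE 0.44, FDR q = 0.055) and *S1pr3* at 1.00 (SE 0.38, FDR q = 0.14) did not pass an FDR q of 0.05. Of 15 genes of sphingosine-1-phosphate and oxysterol signaling, 1, *Sphk1*, rose and 14 did not pass the test (2 higher when adjusted over the list alone), with camera at adjusted p = 0.013 for a preset correlation and adjusted p = 0.15 with an estimated correlation. Whole lung was not analysed here.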

Overall, our results highlight both broad and PLEC-specific maturation profiles during late gestation lung development.

**Fig 9:**
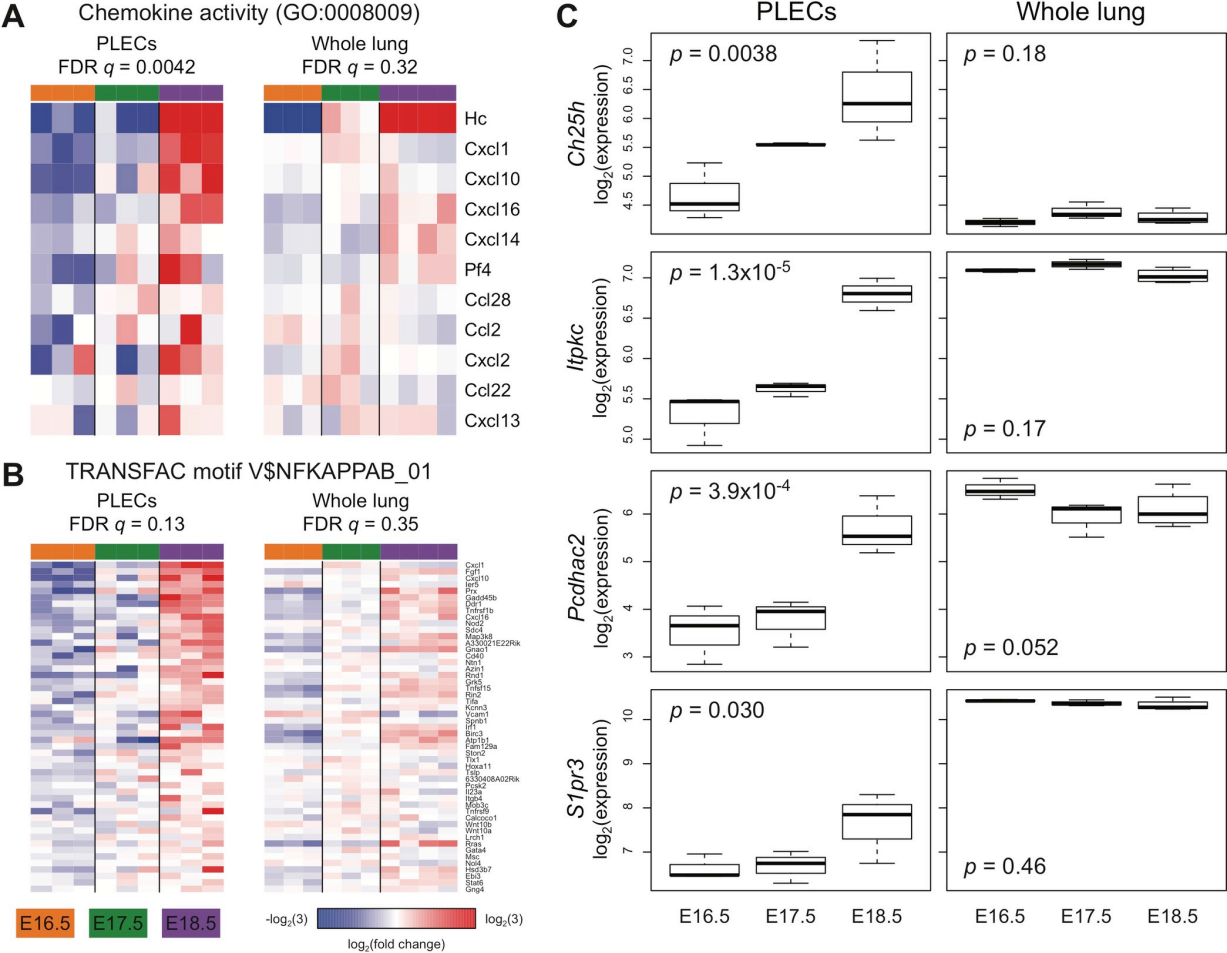
PLEC-specific transcriptional events during fetal lung maturation. Gene Set Enrichment Analysis (GSEA) demonstrated that genes annotated with the GO term "chemokine activity" (GO:0008009) (A) or NF-κB target genes (TRANSFAC motif V$NFKAPPAB_01) (B) were significantly (FDR *q* < 0.25) coordinately upregulated during fetal maturation in PLECs but not in whole lung (GEO Series GSE35485). Expression of the genes in the leading edge of each PLEC GSEA result is shown in both datasets, with red and blue indicating values up- or down-regulated, respectively, at least 3-fold from the mean (white) across all samples within each dataset (A-B). (C) The expression of select genes changes significantly (one-way ANOVA *p* < 0.05) with respect to time in sorted PLECs (upregulated from E16.5 to E18.5) but not in the whole lung.

## Discussion

The switch from placental to pulmonary gas exchange at birth requires fluid removal and the capacity to face the immunologic challenges of air breathing. An intact and mature pulmonary lymphatic system is essential for each of these fundamental processes. In this study we developed and implemented a cell sorting strategy that enabled the first transcriptional profiling of PLECs during late gestation.

GSEA was used to identify pathways that are coordinately regulated from E16.5 to E18.5 fetal time points. This analysis demonstrated that genes involved in IFN signaling are a salient feature of maturing pulmonary lymphatics, which was confirmed by qRT-PCR and *in situ* hybridization. Transcriptional activation of IFN target genes at E18.5 indicates that PLECs act as a receiver of IFN signaling during late gestation. 

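No change of interferon genes themselves, or of genes that sense or relay interferon, passed limma's test. Of 3 interferon genes that were high enough on the arrays to be tested, none passed from E16.5 to E18.5; *Ifna5* had a log2 fold change of 0.40 (SE 0.22, FDR q = 0.28) and *Ifna4* of -0.38 (SE 0.42, FDR q = 0.58). None of 12 genes of interferon receptors, their kinases and the sensing of nucleic acids passed, with a median log2 fold change of 0.03. *Ifnar1*, a subunit of the type I receptor, averaged 8.59 ± 0.23 (SD, n = 3) at E16.5 and 8.30 ± 0.23 (SD, n = 3) at E18.5 (FDR q = 0.31), and *Jak2*, a kinase that relays cytokine signals, had a log2 fold change of 0.64 (SE 0.30, FDR q = 0.21). Of the target genes, *Mx2*, *Oasl2* and *Oas2* rose by 2.70 (SE 0.31, FDR q = 0.0053), 2.54 (SE 0.20, FDR q = 0.0021) and 1.92 (SE 0.27, FDR q = 0.0094). From the rise of target genes at E18.5, which it also followed in other samples with qRT-PCR and with RNA probes on sections, the paper concludes that PLECs receive interferon signals in late gestation.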

Although the specific effects of IFN on lymphatic formation and function in the lung have not been definitively studied, the prevailing concept is that IFNs inhibit both angiogenesis and lymphangiogenesis in postnatal life [27–30]. Importantly, others have linked IFNα signaling to maturation of fetal hematopoietic stem cells [31]. Taken together, these findings are consistent with a role for IFN signaling in maturation of the pulmonary lymphatic endothelium prior to birth.

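Some growth factors and guidance genes of vessels rose in the PLECs, and others did not pass the test. *Vegfa* averaged 7.55 ± 0.31 (SD, n = 3) at E16.5, 7.75 ± 0.40 (SD, n = 3) at E17.5 and 9.03 ± 0.11 (SD, n = 3) at E18.5, a log2 fold change of 1.48 from E16.5 to E18.5 (SE 0.17, FDR q = 0.0053, limma). *Sphk1*, which makes sphingosine-1-phosphate, rose by 1.41 (SE 0.20, FDR q = 0.0098), *Fgf1* by 1.54 (SE 0.16, FDR q = 0.0038) and *Sema3f*, a semaphorin, by 0.96 (SE 0.24, FDR q = 0.049). *Ang*, which encodes angiogenin, had a log2 fold change of 1.26 (SE 0.46, FDR q = 0.13) and *Vegfd*, the gene of Table 1 also named *Figf*, of 1.00 (SE 0.38, FDR q = 0.14); the E18.5 samples of both overlapped those of E16.5. The 42 angiogenesis genes had a median log2 fold change of 0.14, with 24 positive and 18 negative values. Of the 14 genes of the angiogenesis group of Table 1, 10 passed an FDR q of 0.05.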

Genes involved in angiogenesis were upregulated in PLECs from E16.5 to E18.5. One key molecule is sphingosine kinase 1 (Sphk1), which is required for the production of sphingosine-1-phosphate (S1P), a lipid important for angiogenesis, vascular maintenance, LEC maturation, as well as lymphocyte mobilization [32, 33]. 

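*Ccbe1*, which encodes a secreted protein that promotes the processing of Vegfc, averaged 4.21 ± 0.27 (SD, n = 3) at E16.5, 4.28 ± 0.39 (SD, n = 3) at E17.5 and 5.46 ± 0.07 (SD, n = 3) at E18.5. It rose by a log2 fold change of 1.25 from E16.5 to E18.5 (SE 0.15, FDR q = 0.0061, limma), and every E18.5 sample was above every E16.5 sample. *Vegfc* itself averaged 6.57 ± 0.24 (SD, n = 3) at E16.5 and 6.56 ± 0.12 (SD, n = 3) at E18.5 (FDR q = 0.96).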

Another important gene for lymphangiogenesis, *Ccbe1* was upregulated in E18.5 PLECs, and this gene is a Vegf-C potentiator, and thus mutations in Ccbe1 result in lymphatic malformation, lymphedema and other complex phenotypes associated with Hennekam syndrome [34–37].

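*C7* and *Hc*, genes of the terminal pathway whose E16.5 means lay below the array medians, had the largest changes among the 16 complement genes tested. *C7*, a component of the membrane attack complex, averaged 2.94 ± 0.18 (SD, n = 3) at E16.5, 4.31 ± 0.88 (SD, n = 3) at E17.5 and 6.90 ± 0.96 (SD, n = 3) at E18.5 (FDR q = 0.0045 for E18.5 against E16.5, limma). *Hc*, which encodes C5, averaged 3.12 ± 0.39 (SD, n = 3), 3.28 ± 0.64 (SD, n = 3) and 6.14 ± 0.40 (SD, n = 3) (FDR q = 0.0029). *C3*, the central component, had a log2 fold change of 1.44 (SE 0.43, FDR q = 0.082), with every E18.5 sample above every E16.5 sample. The complement score of E18.5 replicate 1 was 0.97, that of replicate 2 was 0.66 and that of replicate 3 was 0.15; the scores of fibroblast markers fell in the same order, at 1.01, 0.82 and -0.09. Macrophage, platelet and mesothelial scores also fell in this order, while alveolar type I scores rose in it. The order of 3 samples thus singles out no cell type. Of the 11 genes of Table 1 under complement and coagulation, 5 passed an FDR q of 0.05.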

Genes involved in the complement and coagulation cascade were upregulated in E18.5 PLECs. For proper interstitial fluid clearance and leukocyte trafficking, lymph must be a hypo-coagulable biological fluid [38, 39]. 

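Genes of coagulation and clot lysis changed in both directions, and some of the genes named for coagulation varied between the E18.5 samples as platelet genes did. *Serping1*, the inhibitor of C1, rose by a log2 fold change of 1.83 from E16.5 to E18.5 (SE 0.31, FDR q = 0.016, limma). *Clec3b*, which encodes the plasminogen-binding tetranectin, rose by 1.79 (SE 0.22, FDR q = 0.0061). *Plat*, a plasminogen activator, rose by 0.68 (SE 0.12, FDR q = 0.019) and *Vwf*, von Willebrand factor, by 0.89 (SE 0.17, FDR q = 0.023), while *Tfpi*, an inhibitor of tissue factor, fell by 0.70 (SE 0.17, FDR q = 0.047). *F2rl2*, a thrombin receptor of platelets, had a log2 fold change of 1.43 (SE 0.63, FDR q = 0.19), *Tfpi2*, a protease inhibitor, of 0.95 (SE 0.39, FDR q = 0.16) and *Clec1b*, a receptor of platelets for podoplanin, of 1.22 (SE 0.57, FDR q = 0.21). *Clec1b* read 7.50, 6.83 and 5.05 in E18.5 replicates 1, 2 and 3, and *F2rl2* 7.14, 6.52 and 4.41. The score of 20 platelet genes, which include both, was 1.47, 0.99 and -0.43 in these samples, and 1 of the 20, *Treml1*, rose while 19 did not pass the test (none when adjusted over the list alone), with camera at adjusted p = 4.1e-08 for a preset correlation and adjusted p = 0.32 with an estimated correlation.

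**Figure D4:**
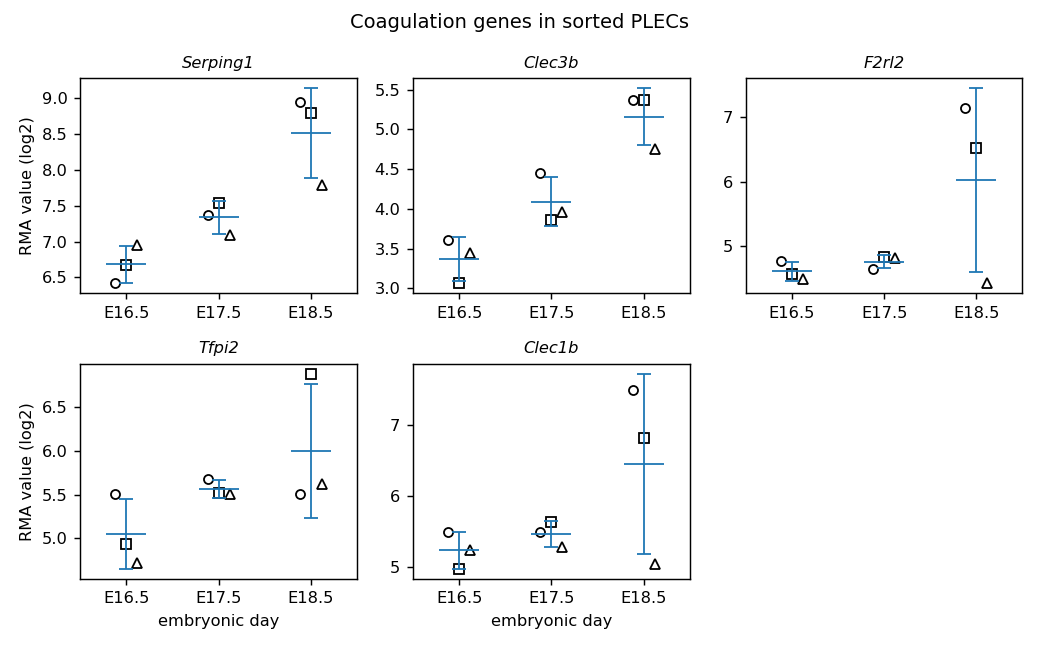
RMA values (log2) of 5 genes of the coagulation group of Table 1 in the 3 samples of each embryonic day; circles, squares and triangles are replicates 1, 2 and 3, and the bars give the mean and SD. Among the E18.5 samples, *F2rl2* and *Clec1b* are lowest in replicate 3, at 4.41 and 5.05, within the range of the E16.5 samples or below it, and each panel has its own axis.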

Consistent with this, we observed increased expression of anti-coagulative genes (*Serpine1* and *Serping1*), however genes known to promote coagulation (*F2rl2*, *Tfpi2*, and *Clec1b/3b)* were also induced in E18.5 PLECs. Coagulation and clot formation play an important role in lymphatic biology throughout life [40–42], but a role for complement factors in lymphatic maturation and function has not been described.

The lymphatic endothelium possesses several highly specialized features that make them unique and optimally adapted for clearance of interstitial fluids, macromolecules, and for leukocyte transmigration. For instance, capillary LECs contain incomplete basement membranes devoid of pericyte investment, and exhibit discontinuous intercellular junctions termed “button-junctions;” essentially an entry point for fluids, macromolecules and leukocytes [18, 43]. Notably, our analysis identified a cluster of genes that are significantly upregulated at E18.5, which encode for proteins critical to “cell adhesion”, “cell-cell junctions” and interaction with the “extracellular matrix”. This cluster also contains the surface receptor *Fgfr3*, a direct target of Prox1 [44], which is critical for lymphatic development, growth and regulation of LEC metabolism [45]. 

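Some integrin and matrix genes rose, and most junction genes of endothelium did not pass the test. *Fn1*, which encodes fibronectin, rose by a log2 fold change of 1.60 from E16.5 to E18.5 (SE 0.29, FDR q = 0.019, limma). Of 18 integrin genes, *Itgb5*, *Itga8* and *Itga3* rose, by 1.44 (FDR q = 0.011), 1.43 (FDR q = 0.034) and 0.90 (FDR q = 0.048), and 15 did not pass the test (6 higher when adjusted over the list alone), with camera at adjusted p = 0.0024 for a preset correlation and adjusted p = 0.14 with an estimated correlation. *Itgb3* and *Itga2b*, the chains of the platelet fibrinogen receptor, had log2 fold changes of 1.44 (FDR q = 0.065) and 1.26 (FDR q = 0.092), *Selp*, P-selectin, of 1.51 (FDR q = 0.096) and *Fermt3*, an activator of integrins in blood cells, of 1.11 (FDR q = 0.14); these 4 are among the platelet genes that were low in E18.5 replicate 3. *Itga8* is also a fibroblast marker, and of 17 fibroblast markers 3 rose, *Inmt*, *Dpt* and *Itga8* (9 higher when adjusted over the list alone), with camera at adjusted p = 1.7e-05 for a preset correlation and adjusted p = 0.35 with an estimated correlation. Of 20 basement membrane genes, *Col4a3*, *Lama5* and *Col4a4* rose, by 1.01 (FDR q = 0.0087), 0.66 (FDR q = 0.028) and 0.62 (FDR q = 0.028). *Col18a1* and *Hspg2* fell by 0.81 (FDR q = 0.015) and fell by 0.77 (FDR q = 0.017). The other 15 did not pass (4 higher and 2 lower when adjusted over the list alone), and camera gave adjusted p = 0.079 for a preset correlation. *Col4a3* is also an alveolar type I marker. Of 18 genes of endothelial junctions, 1, *Pvrl2*, fell, by 0.51 (FDR q = 0.043), and 17 did not pass the test (2 lower when adjusted over the list alone); their median log2 fold change was -0.02, while camera placed them above other genes at adjusted p = 0.75. Of the 14 genes of Table 1 under cell adhesion and cell junction, 8 passed an FDR q of 0.05.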

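*Fgfr3* averaged 5.16 ± 0.35 (SD, n = 3) at E16.5, 5.08 ± 0.40 (SD, n = 3) at E17.5 and 6.44 ± 0.46 (SD, n = 3) at E18.5, a log2 fold change of 1.27 from E16.5 to E18.5 (SE 0.27, FDR q = 0.030, limma). *Prox1*, its regulator, had a log2 fold change of 0.42 (FDR q = 0.20). Of 20 genes of lymphatic identity, 3 rose, *Fgfr3*, *Pdpn* and *Ccbp2*, 1 fell and 16 did not pass the test (3 higher and 1 lower when adjusted over the list alone), with camera at adjusted p = 0.0095 for a preset correlation and adjusted p = 0.15 with an estimated correlation. The gene that fell was *Stab2*, a scavenger receptor for hyaluronan, by 1.53 (SE 0.22, FDR q = 0.010).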

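*Ccbp2*, which encodes the scavenging chemokine receptor D6, averaged 5.90 ± 0.54 (SD, n = 3) at E16.5, 7.44 ± 0.24 (SD, n = 3) at E17.5 and 7.78 ± 0.62 (SD, n = 3) at E18.5. It rose by a log2 fold change of 1.88 from E16.5 to E18.5 (SE 0.37, FDR q = 0.024, limma) and belongs to cluster 2 in the paper's grouping; the change from E16.5 to E17.5 was 1.54 (FDR q = 0.11).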

Other genes in this cluster include *Ccbp2*/D6, which is expressed by LECs to influence adaptive immunity [46]. 

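*Sp100*, a component of nuclear bodies, averaged 3.91 ± 0.46 (SD, n = 3) at E16.5, 5.22 ± 0.61 (SD, n = 3) at E17.5 and 6.72 ± 0.19 (SD, n = 3) at E18.5, a log2 fold change of 2.81 from E16.5 to E18.5 (SE 0.24, FDR q = 0.0029, limma). *Trim30a*, a ubiquitin ligase of the Trim family, rose by 2.46 (SE 0.27, FDR q = 0.0043), and *Irf7* by 2.55 (SE 0.29, FDR q = 0.0053). Each was higher in every E18.5 sample than in every E16.5 sample. *Irf7* averaged 5.93 ± 0.46 (SD, n = 3) at E17.5, between 4.57 ± 0.26 (SD, n = 3) at E16.5 and 7.12 ± 0.59 (SD, n = 3) at E18.5. Of the 10 transcriptional regulators of Table 1, 7 passed an FDR q of 0.05.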

Transcription factors such as *Sp100*, a tumor suppressor known to regulate endothelial migration and angiogenesis [47]; *Trim30a*, a TLR-responsive inhibitor of NF-kB signaling [48] and *Irf7*, the master regulator of IFN-I mediated immune protection [49] were all upregulated in E18.5 PLECs. Furthermore, there was upregulation of *Pdpn*, which is required for proper lymphatic-venous separation during development and for dendritic cell migration to lymph nodes in postnatal life [50]. 

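*Pdpn*, which encodes podoplanin, averaged 5.76 ± 0.26 (SD, n = 3) at E16.5, 5.94 ± 0.23 (SD, n = 3) at E17.5 and 7.22 ± 0.44 (SD, n = 3) at E18.5, and rose by a log2 fold change of 1.46 from E16.5 to E18.5 (SE 0.24, FDR q = 0.015, limma). The change was 0.18 from E16.5 to E17.5 (FDR q = 0.73) and 1.28 from E17.5 to E18.5 (FDR q = 0.026), and the difference between both changes did not pass the test (FDR q = 0.56). Podoplanin is also made by alveolar type I cells, which the gates for Epcam, CD31, Vegfr3 and Lyve1 would remove, and alveolar type I markers rose over the same days, among them *Ager*, by 2.43 (FDR q = 0.0029), and *Emp2*, by 2.61 (FDR q = 0.0021).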

*Sema3c*, a member of the Semaphorin 3 family involved in lymphatic maturation and valve formation was upregulated at E18.5 [51]. 

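*Sema3c* averaged 5.24 ± 0.11 (SD, n = 3) at E16.5, 5.57 ± 0.54 (SD, n = 3) at E17.5 and 6.88 ± 0.58 (SD, n = 3) at E18.5. It rose by a log2 fold change of 1.64 from E16.5 to E18.5 (SE 0.27, FDR q = 0.015, limma), with every E18.5 sample above every E16.5 sample, and changed by 1.31 from E17.5 to E18.5 (FDR q = 0.068).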

GSEA and cluster analyses showed down-regulation of genes involved in cell cycle regulation and DNA replication pathways, suggestive of cellular maturation or terminal differentiation of the pulmonary lymphatic endothelium prenatally [52]. 

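Some regulators that drive the cell cycle fell and some inhibitors of it rose. *E2f1*, a transcription factor of S-phase entry, averaged 6.74 ± 0.30 (SD, n = 3) at E16.5 and 5.24 ± 0.49 (SD, n = 3) at E18.5 (FDR q = 0.018, limma). *Foxm1*, a regulator of mitotic genes, fell by 1.39 on the log2 scale (SE 0.18, FDR q = 0.0069) and *Cdk4*, a kinase of the early cycle, fell by 1.28 (SE 0.22, FDR q = 0.016). *Trp53*, which encodes p53, fell by 1.12 (SE 0.10, FDR q = 0.0031). Of 16 genes of cell cycle exit, 5 rose, none fell and 11 did not pass the test (6 higher and 1 lower when adjusted over the list alone), with camera at adjusted p = 0.0053 for a preset correlation and adjusted p = 0.27 with an estimated correlation. Those that rose were *Cdkn1a*, the p21 inhibitor of cyclin-dependent kinases, by 0.75 (SE 0.12, FDR q = 0.014), *Cdkn2b*, by 0.65 (FDR q = 0.027), and the growth arrest genes *Gadd45a*, by 0.86 (FDR q = 0.022), *Gadd45b*, by 1.44 (FDR q = 0.013), and *Gadd45g*, by 1.53 (FDR q = 0.029). The score of 40 mitosis genes lay between -0.97 and -0.63 in the E18.5 samples and between 0.57 and 0.87 in the E16.5 samples.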

And lastly, recent evidence indicates a major role for fatty acid β-oxidation and lipid metabolism in lymphatic development [53]. Our data are in line with these findings since the microarray analysis detected increased expression of genes involved in lipid biosynthesis and metabolism in E18.5 PLECs suggesting a link between lipid signaling and prenatal pulmonary lymphatic maturation.

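Some genes of lipid handling rose in the PLECs, among them 6 of 25 genes of lipid synthesis and storage, of which 2 fell. *Apoe*, which encodes apolipoprotein E, rose by a log2 fold change of 1.63 from E16.5 to E18.5 (SE 0.32, FDR q = 0.025, limma), *Gpam*, an enzyme of triglyceride synthesis, by 0.91 (SE 0.21, FDR q = 0.042), and *Lipe*, the lipase, by 1.13 (SE 0.22, FDR q = 0.024). Of 21 genes of fatty acid oxidation, 1, *Etfa*, an electron carrier of mitochondria, fell, by 0.66 (SE 0.13, FDR q = 0.025), none rose and 20 did not pass the test (3 lower when adjusted over the list alone), with a median log2 fold change of -0.16 and camera at adjusted p = 0.17. Of the 14 genes of Table 1 under lipid binding, synthesis and metabolism, 12 passed an FDR q of 0.05.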

Gene sets such as “*chemokine activity*” and “*NF-kB targets*” were enriched specifically in E18.5 PLECs. It is noteworthy that genes with NF-kB binding sites in their promoters were enriched in PLECs during late fetal gestation because constitutive NF-kB activity has previously been shown in lymphatic beds of multiple organs in adult mice [54]. Both *Cxcl1* and *Cxcl10*, ISGs which regulate chemotaxis and leukocyte trafficking [55] were represented in both PLEC specific gene sets and in type-I IFN signaling. Other upregulated genes unique to PLECs were *Ch25h* and *S1pr3*. Ch25h is involved in catabolism of cholesterol and leads to generation of oxysterol, a ligand for EBI2, a receptor that regulates chemotaxis and positioning of lymphoid lineages in lymph nodes [56]. *S1pr3*, a gene upregulated specifically in PLECs promotes lymphoid mobilization from lymphoid tissues [57]. Overall, our analyses identify broad mechanisms and PLEC specific signatures of maturation during late gestational lung development.

## Conclusions

Our microarray analysis indicated the repression and activation of numerous fundamental processes during late-gestation lung development and suggests the presence of a distinct prenatal maturation program for fetal PLECs. Further studies are needed to determine the precise contribution of IFN signaling or alternative pathways to lymphatic function and postnatal pulmonary biology. The importance of lung lymphatics is demonstrated by their involvement in immunity, fluid clearance and air breathing at birth. This work reveals transcriptional events associated with PLEC maturation prior to birth and may provide some insight into the dysfunction and pathology of the premature lung.

## Supporting information

S1 File Statistical analysis of PLEC gene expression microarray experiment. Each row corresponds to a single mouse Entrez Gene. Columns A-E contain the MBNI probeset identifier, links to the Entrez Gene record(s) for the mouse gene and any of its human homolog(s), and the gene symbol and description as obtained from version 17.0.0 of the MBNI mogene20stmmentrezg.db R package. Columns F-G contain the nominal *p* value and FDR *q* value from the moderated one-way ANOVA, and columns H-K contain the signed fold change (computed in linear space), moderated *t* statistic, nominal *p* value, and FDR *q* value for the comparison between the E18.5 and E16.5 time points. All FDR *q* values were computed after excluding any genes that were not expressed above the median value of at least one of all nine samples. Columns L-T contain the log2 (expression) of each gene in all samples, shaded so that blue and red indicate expression values that are at least two standard deviations below and above, respectively, the mean (white) of each row. The rows are sorted in ascending order by one-way ANOVA *p* value.
(XLSX)

S2 File Hierarchical clustering analysis. Each row corresponds to a single mouse Entrez Gene. Columns A-E contain the MBNI probeset identifier, links to the Entrez Gene record(s) for the mouse gene and any of its human homolog(s), and the gene symbol and description as obtained from version 17.0.0 of the MBNI mogene20stmmentrezg.db R package. Column F contains the cluster number. Columns G-O contain the log2 (expression) of each gene in all samples, shaded so that blue and red indicate expression values that are at least two standard deviations below and above, respectively, the mean (white) of each row. The rows are arranged in the same order as the hierarchical clustering heatmap in Fig 5B.
(XLSX)

S3 File Results of DAVID functional enrichment analysis. Each row corresponds to the result provided by DAVID for a single Gene Ontology (GO) term and a single cluster from the hierarchical clustering analysis. Column A indicates the cluster, and columns B-C indicate the GO term identifier and name. Columns D and E indicate the nominal *p* value and the Benjamini-Hochberg FDR *q* value for each DAVID result within each cluster. Column F indicates the gene symbols corresponding to the Entrez Gene identifiers that were present in both the cluster and the GO term.
(XLSX)

S4 File Summary of genes included in selected DAVID results. Each tab of the file summarizes the results for selected GO terms for a specific gene cluster. Column A contains the gene symbol, column B contains the signed fold change (computed in linear space) for the comparison between the E18.5 and E16.5 time points, and columns C and D contain the nominal *p* value and FDR *q* value from the moderated one-way ANOVA, where the FDR *q* values were computed after excluding any genes that were not expressed above the median value of at least one of all nine samples. Each set of genes is sorted in descending order by the magnitude of the fold change computed between the E18.5 vs E16.5 time points.
(XLSX)

S5 File Summary of Gene Set Enrichment Analysis (GSEA) results. Each row corresponds to a single gene set. Columns A-B contains the MSigDB v5.0 collection and category of each gene set. Column C contains the name of the gene set, represented as a link to the "card" with more information about each gene set at MSigDB. Column D contains the number of genes in the gene set that overlap with the genes in the ranked list. Columns E-H contain the ES (Enrichment Score), NES (Normalized Enrichment Score), nominal *p* value, and FDR *q* value for each gene set. Nominal *p* or FDR *q* values equal to 0 indicate nominal *p* values < 0.001 (i.e., not one shuffled result out of 1000 was more significant than the actual result). The rows are sorted in descending order by NES.
(XLSX)

S6 File Statistical analysis of whole lung gene expression microarray experiment GSE35485. Each row corresponds to a single mouse Entrez Gene. Columns A-E contain the MBNI probeset identifier, links to the Entrez Gene record(s) for the mouse gene and any of its human homolog(s), and the gene symbol and description as obtained from version 17.0.0 of the MBNI mogene10stmmentrezg.db R package. Columns F-G contain the nominal *p* value and FDR *q* value from the moderated one-way ANOVA, and columns H-K contain the signed fold change (computed in linear space), moderated *t* statistic, nominal *p* value, and FDR *q* value for the comparison between the E18.5 and E16.5 time points. All FDR *q* values were computed after excluding any genes that were not expressed above the median value of at least one of all nine samples. Columns L-T contain the log2 (expression) of each gene in all samples, shaded so that blue and red indicate expression values that are at least two standard deviations below and above, respectively, the mean (white) of each row. The rows are sorted in ascending order by one-way ANOVA *p* value.
(XLSX)

S7 File Summary of Gene Set Enrichment Analysis (GSEA) results for PLECs and GSE35485. Each row corresponds to a single gene set. Columns A-B contains the MSigDB v5.0 collection and category of each gene set. Column C contains the name of the gene set, represented as a link to the "card" with more information about each gene set at MSigDB. Column D contains the number of genes in the gene set that overlap with the genes in the ranked list. Columns E-G contain the NES (Normalized Enrichment Score), nominal *p* value, and FDR *q* value for each gene set in the PLECs; columns H-J contain the same values for the whole-lung dataset GSE35485. Nominal *p* or FDR *q* values equal to 0 indicate nominal *p* values < 0.001 (i.e., not one shuffled result out of 1000 was more significant than the actual result). The rows are sorted in descending order by the NES computed for the PLECs, and filtered to show only those gene sets with FDR *q* < 0.25 for the PLECs and FDR *q* ≥ 0.25 for GSE35485.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

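Total RNA of sorted pulmonary lymphatic endothelial cells (CD45-/Epcam-/CD31+/Vegfr3+/Lyve1+/Pdpn+) had been measured on Mouse Gene 2.0 ST arrays, with 1 array per sample and 3 samples per day. Each sample was a pool of embryonic lungs from 2 litters, so the p-values measure the spread between these pooled samples. The log2 values used here were made by the authors before deposition: as deposited, they are gene-level RMA values (background correction, quantile normalization over the 9 arrays and median-polish summary) from affy 1.36.1 under R 2.15.1, with a probe set mapping to Entrez Gene. They cover 25206 genes, of which 1430 had no symbol in the annotation used. Raw intensities were not used here. Arrays give no counts, and the number of arrays limits the precision. Where the mean of a day lies below the array median, the signal is near background and the size of a fold change against it is uncertain.

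Genes above the array median on at least 1 of the 9 arrays were tested, as in the paper, which left 14096 genes. Changes over the 3 days were tested with limma 3.58.1 under R 4.3.3 (3 group means, eBayes on all genes, moderated F). The same fit gave the changes from E16.5 to E17.5, from E17.5 to E18.5 and the difference between both. The change from E16.5 to E18.5 was fitted on the 6 arrays of these days alone, because the test statistics the paper lists have the degrees of freedom of that fit. FDR q values are Benjamini-Hochberg values over the tested genes, and a gene was called at an FDR q under 0.05. Counts at the thresholds of Tables 1 and 2 used a linear fold change of at least 2, an unadjusted p under 0.05 and an FDR q under 0.25. Principal components were computed on all genes, each set to a mean of 0 and an SD of 1.

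In the place of the gene sets of the paper, 40 gene lists were written by hand from general knowledge, after Tables 1 and 2 and the supplementary tables, with the genes of each cluster, had been read, so members named there were not blind. They held 849 members, of which 832 were matched to a gene of the arrays and 17 were not. Each list was tested against all other genes with camera from limma and a preset correlation between genes of 0.01, and again with a correlation estimated from the residuals, and ranked lists were tested with fgsea 1.28.0. Camera's p-values with an estimated correlation also rest on the few residual degrees of freedom of the 6 arrays, so they rise even where that correlation is low. With the preset correlation, 24 lists ranked higher and 5 lower at E18.5 at an adjusted p under 0.05. With the estimated correlation, camera called 0 lists higher and 0 lower, with 13 lists at an unadjusted p under 0.05, while fgsea called 22 higher and 5 lower. Over-representation of the lists in the 6 clusters of the paper was tested with Fisher's exact test, one-sided, over the tested genes. The score of a list is the mean over its tested genes of the deviation from the gene's mean over the 9 samples. A gene's position in a cluster is the paper's, and the clusters were chosen by the study on these samples.

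Genes were named by a fixed rule. It takes the 10 largest rises and the 10 largest falls among called genes whose E16.5 and E18.5 samples do not overlap, the genes the paper names at a sentence, in Tables 1 and 2 or in a figure, up to 6 called members of each list with the largest change (or 2 members where none was called), and 8 sort and lineage markers. The values in the paper's tables had been seen when the rule was written. Genes named outside the rule are marked where they stand.

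The numbers of the replicates were not used as pairs. Of 9 pairs of samples with the same number, 2 correlated at over 0.1 after the mean of the day was taken out (range -0.36 to 0.29), and 0 samples correlated best with their own number on both other days.

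The fits were tested on simulated data, with 200 genes given a change on the spread of these samples. At a log2 change of 1, the test of E18.5 against E16.5 called 108 of the 200 and 7 unchanged genes, and the test over the 3 days called 128 and 9. At a log2 change of 2, these numbers were 193 and 13, and 196 and 16. A list made to change was called with 0 false calls among the lists that share no member with it; on the measured samples, where genes are correlated, camera with the preset correlation called a median of 18 and up to 22 of the 40 lists in divisions other than the real days.

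The alternatives tried were no filter, a filter at 3 arrays, the replicate block, arrays centred on their median, a second quantile normalization, eBayes with an intensity trend and robust settings, array quality weights, a fit on all 9 arrays, a t-test without moderation, fold changes from mean log2 values, unscaled or filtered genes for the components, all genes as the background of Fisher's exact test, process lists without the members of cell type lists, and leaving out each sample in turn. Values were compared with those of Tables 1 and 2 and with the part of the supplementary files that was read. Whole lung, qRT-PCR and imaging were not analysed here. Tables were handled with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9.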

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

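The tests of a larger epithelial share and of platelets carried along were chosen after the result was seen, and the other tests of this part before it.

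The lists below ranked above other genes at E18.5 by camera with a preset correlation, and the paper does not discuss them as groups. From E16.5 to E18.5, the median log2 change was 1.52 for 14 alveolar type I genes, 1.501 for 12 alveolar type II genes, 0.84 for 8 airway genes, 0.72 for 15 genes induced by glucocorticoids, 0.59 for 21 immediate early and heat shock genes and 0.11 for 9 mesothelial genes. None passed with an estimated correlation (adjusted p from 0.11 to 0.25).

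Alveolar type I genes rose in cells sorted as Epcam negative, a gate that would remove epithelial cells, as would those for CD31, Vegfr3 and Lyve1: 12 of 14 passed the test, and *Clic5*, *Ager* and *Emp2*, with the highest array values, which do not rank transcripts by abundance across probe sets, reached 9.51 ± 0.18, 9.43 ± 0.06 and 9.06 ± 0.17 (SD, n = 3) at E18.5; of the 14, another list holds 1, Tables 1 and 2 hold 2 and 10 were above the median on all 9 arrays. From E16.5 to E18.5 the values argue against a larger share of epithelial cells with an unchanged mix of types as the whole cause. The score of 12 pan-epithelial genes varied at E16.5, at -0.54, 0.16 and 0.55 in replicates 1, 2 and 3. From E17.5 to E18.5, which the test does not cover, its mean went from -0.49 to 0.44. The median log2 change over this interval was 0.86 for the pan-epithelial and 1.68 for the type I genes. A larger epithelial share in this interval stays open. A larger share of type I cells alone, which could raise the lists unequally, is not covered and stays open. The mean log2 change was 1.57 for the type I genes and 0.38 for 12 pan-epithelial genes. Of the 12, *Krt18*, *Cdh1* and *Krt8* had the highest array values, at 7.06, 6.95 and 6.85, and 8 were above the median on all arrays. The difference of 1.19 had p = 0.00033 by a permutation test over genes, which are not independent, and the difference of the scores was 0.36 or more in each E18.5 and -0.22 or less in each E16.5 sample. Epithelial RNA carried over at a similar share while the epithelium matured stays open as a candidate source: within days, type I and pan-epithelial scores had r = 0.64 over 9 samples (exact permutation test, p = 0.11, adjusted 0.22 over 4 relations; rho = 0.68, exact p = 0.093; r = 0.71 without the 2 farthest samples). Expression in the maturing PLECs themselves, which the design names through the day, was not tested and stays open as well.

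Platelet genes varied together between samples, with scores of 1.47, 0.99 and -0.43 in E18.5 replicates 1, 2 and 3, the last below the -0.39 of E16.5 replicate 1. Of 20 genes, 1 passed limma's test (0 when adjusted over the list alone), with camera at adjusted p = 4.1e-08 for a preset and adjusted p = 0.32 with an estimated correlation. *Gp9*, *Ppbp* and *Selp*, with the highest array values of the 20 at E18.5, reached 8.92 ± 0.97, 8.71 ± 1.73 and 8.42 ± 1.02 (SD, n = 3), and of the 20, other lists hold 5, Table 1 holds 7 and 16 were above the median on all arrays. Whether platelets were carried along with the sorted cells stays open: within days, the 7 genes of Table 1 and the 13 others had r = 0.985 over 9 samples (exact permutation test, p = 0.00463, the smallest that 216 orders can give, adjusted 0.0185 over 4 relations; rho = 0.93, exact p = 0.0046; r = 0.86 without the 2 farthest samples), a test written after camera's estimated correlation of 0.77 for this list had been seen. It restates that the list varied as one, which expression in the PLECs would give as well, so it does not decide between them. The sort excluded doublets and cells with CD45 or Epcam. It required CD31, which platelets carry, and Vegfr3, Lyve1 and Pdpn, gates that would remove platelets on their own. A platelet bound to a PLEC would pass with the markers of that cell, and whether any did was not tested. Leukocytes, which the CD45 gate would remove, stay open: 14 macrophage genes, of which *Cd14* and *Laptm5* had the highest array values at 7.00 and 6.88, other lists hold 2, Tables 1 and 2 hold 0 and 6 were above the median on all arrays, followed the platelet genes at r = 0.68 (exact permutation test, p = 0.23, adjusted 0.31; rho = 0.52, exact p = 0.32), which rests on the 2 farthest samples (r = -0.30 without them). Expression of these genes in the PLECs was not tested and stays open.

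Some targets of NF-kB rose from E16.5 to E18.5, with 9 of 29 past the test. A dissociation response that differed between sorts may contribute and stays open: within days, the targets and the 21 immediate early and heat shock genes had r = 0.45 over 9 samples (exact permutation test, p = 0.32, adjusted 0.32 over 4 relations; rho = 0.30, exact p = 0.50; r = 0.30 without the 2 farthest samples). A signal to the PLECs that depends on the day, which the design names, was not tested.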

How the results depend on the processing

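The alternatives were set before the data were examined, and none was chosen after the result was seen, whereas most of the genes they were applied to by name were chosen after it was seen.

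The rise and the fall of genes from E16.5 to E18.5 were called under each alternative apart from a t-test without moderation, with 357 to 738 genes higher and 532 to 1337 lower under the alternatives that keep all samples. Of the 1407 genes called, 862 were among 889 without a filter, 1088 among 1336 with the replicate block, 1355 among 1828 with arrays centred on their median, 1223 among 1350 after a second quantile normalization and 1343 among 2018 in the fit on all 9 arrays. The t-test without moderation, which the paper does not use for the arrays, gave 0 higher and 0 lower after correction, where limma gave 532 and 875, and 1070 higher and 1762 lower at an unadjusted p under 0.05. Without a filter, which tests more genes, 532 genes fell from E16.5 to E18.5, 1 from E16.5 to E17.5 and 56 from E17.5 to E18.5, where 87 rose. With the replicate block, limma called 0 genes lower from E16.5 to E17.5 (1306 at an unadjusted p under 0.05 without the block), and 101 higher and 45 lower from E17.5 to E18.5. Centring arrays on their median gave 1337 genes lower at E18.5 than at E16.5 and 48 lower at E17.5, and moved the medians of cluster 6 to -0.49 and -0.51. From E16.5 to E17.5, a second quantile normalization gave 12 genes lower, trend and robust settings 5, and array quality weights 93 lower and 34 higher. PC1 held 35.5% of the variance with unscaled genes and 28.4% with filtered genes. For these changes the cause was not tested. The count of genes whose change differed between both days was 0 by limma under each alternative (653 higher and 490 lower at an unadjusted p under 0.05).

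With an estimated correlation, camera called 0 lists higher and 0 lower, with 13 at an unadjusted p under 0.05; the preset correlation gave 24 and 5 and fgsea 22 and 5. The adjusted p was 0.106 for the interferon response, the interferon-inducible GTPases, coagulation, DNA replication and chemokines, 0.107 for mitosis, splicing and NF-kB targets, 0.143 for integrins, 0.147 for lipid synthesis and storage, 0.226 for MHC class I, 0.258 for the proteasome, 0.272 for complement and 0.332 for angiogenesis and cholesterol synthesis. Their adjusted p lay between 1.9e-44 and 0.046 under the other alternatives that keep all samples. Endothelial junctions turned to lower by fgsea (adjusted p = 0.880) and without a filter (adjusted p = 0.884), within a range of 0.66 to 0.88 over the alternatives with a preset correlation or fgsea that keep all samples, and passed in none. The estimated correlation was higher than the preset value in most of these lists. It was lower in coagulation (0.0036) and in lipid synthesis and storage (-0.0072). Their unadjusted p by camera still rose, from 0.00016 to 0.016 and from 0.015 to 0.053. The loss of calls is thus not due to the correlation between genes alone.

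Leaving out 1 sample at a time gave 658 to 1371 genes changed over the 3 days, 0 to 5 higher and 0 to 34 lower from E16.5 to E17.5, 6 to 422 higher and 0 to 218 lower from E17.5 to E18.5, and 173 to 589 higher and 217 to 632 lower from E16.5 to E18.5. Over the 3 days, 803 genes changed without E16.5 replicate 2, 658 without E16.5 replicate 3, 843 without E18.5 replicate 1 and 797 without E18.5 replicate 2. The later change of cluster 4 lay between 0.64 (without E18.5 replicate 1) and 0.84, and PC1 held 22.7% to 25.5%. With fewer samples, fewer genes passed in most of these fits. From E17.5 to E18.5, the genes higher and lower numbered 17 and 2 without E17.5 replicate 2, 6 and 0 without E17.5 replicate 3, 65 and 40 without E18.5 replicate 1, 83 and 47 without E18.5 replicate 2, and 422 and 218 without E18.5 replicate 3, and 40 were lower without E17.5 replicate 1. From E16.5 to E17.5, the genes lower numbered 3, 1 and 0 without E16.5 replicates 1, 2 and 3, 1, 0 and 0 without E17.5 replicates 1, 2 and 3, and 34 without E18.5 replicate 2; 5 were higher without E18.5 replicate 3. From E16.5 to E18.5, the genes higher and lower numbered 245 and 324, 194 and 355, and 173 and 217 without E16.5 replicates 1, 2 and 3, and 320 and 471 and 255 and 419 without E18.5 replicates 1 and 2. The adjusted p of basement membrane genes lay between 0.024 (without E16.5 replicate 2) and 0.32, that of lipid synthesis and storage between 0.0088 and 0.086 (without E18.5 replicate 1), that of endothelial junctions between 0.37 and 0.79, that of neutrophil genes between 0.17 and 0.87 and that of genes of the Y chromosome between 0.14 and 0.90, and the last 3 lists changed direction. The adjusted p of fatty acid oxidation lay between 0.045 (without E16.5 replicate 2; 0.049 without E18.5 replicate 1) and 0.58, and it was 0.046 without a filter, within 0.046 to 0.21 over the alternatives other than the estimated correlation that keep all samples.

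Of 203 named genes, 148 were called, and 0 of these changed direction in the fit on all 9 arrays, with the replicate block or without any 1 sample. In the genes that were not called, the log2 change turned without 1 sample in *Cdh1* (-0.10 to 0.63), *Vegfc* (-0.12 to 0.12), *Epcam* (-0.64 to 0.049), *Flt4* (-0.12 to 0.10), *Ifna4* (-0.65 to 0.11), *Pecam1* (-0.14 to 0.021), *Fgd5* (-0.085 to 0.12) and *Lyve1* (-0.18 to 0.23). Without E16.5 replicate 3, 75 of the named genes lost their call, and without E18.5 replicate 3, 23 lost and 12 gained one. Signal over background limits the tests as well: 14096 of 25206 genes lay above the median of at least 1 array, and of 7 interferon genes measured 3 were tested.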

Differences from the paper's values

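No test of this part was chosen after the result was seen.

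For the fold changes, p-values and FDR q values of 150 genes of Tables 1 and 2, the number of genes changed with time, the variance on PC1 and PC2 and the p-values of *Ch25h*, *Pcdhac2* and *S1pr3* in Fig 9C, 456 values were compared, and 0 differed in sign or by over 1.5 times. The sizes of the clusters were taken from the paper and are not among them. In *Itpkc*, the p of limma's test over the 3 days, 1.33e-05 unadjusted, matches the number printed in Fig 9C.

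The paper's text gives *F2rl2*, *Tfpi2* and *Clec1b* as induced in E18.5 PLECs and lists them in Table 1, whose title sets an unadjusted p under 0.05. By limma, *F2rl2* had an unadjusted p of 0.0582 and *Clec1b* of 0.0689, so 2 of the 95 genes of Table 1 lie outside its p threshold in the paper's own column and here. *Tfpi2* lies within it at 0.0436 and has an FDR q of 0.16. Of the alternatives set before the data were examined, *F2rl2* had an unadjusted p under 0.05 with the replicate block, with trend and robust settings, with array quality weights, in the fit on all 9 arrays and without E18.5 replicate 3, and *Clec1b* with the replicate block, with array quality weights, in the fit on all 9 arrays and without E18.5 replicate 3. Without E18.5 replicate 3, the FDR q was 0.0083 for *F2rl2*, 0.015 for *Clec1b* and 0.17 for *Tfpi2*. *Clec3b* and *Serping1*, which the same sentence names, rose with FDR q values of 0.0061 and 0.016.

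The paper gives *Ch25h* and *S1pr3* as changed with time at a threshold on the unadjusted p. Over the 3 days, *Ch25h* passed an FDR q of 0.05 here (0.045) and *S1pr3* did not (0.15).

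The legend of S7 File gives the gene sets as limited to an FDR q under 0.25 in PLECs and of 0.25 or more in whole lung. Of the 1998 gene sets in the part that was read, 202 met both conditions, 1430 had a q of 0.25 or more in PLECs and 747 had a q under 0.25 in whole lung; all of these values are the paper's. The legend of S6 File speaks of fewer samples than the 10 sample columns it holds.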

Other observations

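The samples of the divisions with the most genes were looked up after the result was seen, and no other test of this part was chosen after it.

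Some genes that glucocorticoids induce rose in the PLECs. Of 15 tested, 7 rose from E16.5 to E18.5, none fell and 8 did not pass limma's test (11 higher when adjusted over the list alone), with camera at adjusted p = 1.0e-07 for a preset correlation and adjusted p = 0.11 with an estimated correlation. The metallothioneins *Mt2* and *Mt1* rose by a log2 fold change of 1.68 (SE 0.37, FDR q = 0.035) and 1.52 (SE 0.32, FDR q = 0.032), *Cebpd*, a transcription factor, by 0.95 (SE 0.18, FDR q = 0.024), *Errfi1*, a feedback inhibitor of EGF receptors, by 0.83 (SE 0.17, FDR q = 0.031), *Tsc22d3*, also named Gilz, by 0.81 (SE 0.14, FDR q = 0.016), and *Dusp1*, a phosphatase of MAP kinases, by 0.67 (SE 0.16, FDR q = 0.045). *Dusp1* is also in the list of immediate early genes, where *Zfp36*, which destabilizes mRNA of cytokines, rose by 1.45 (SE 0.17, FDR q = 0.0060).

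Genes of blood endothelium changed in both directions. *Car4*, a marker of lung capillaries, rose, and *Plvap*, which forms the diaphragms of fenestrae, fell by 0.76 (SE 0.17, FDR q = 0.040), while 12 of 14 did not pass the test (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.29 for a preset correlation). Of 12 genes induced by hypoxia, *Vegfa* and *Bnip3*, the latter by 0.72 (SE 0.16, FDR q = 0.033), rose and 10 did not pass (2 higher when adjusted over the list alone); the median log2 fold change was -0.04, while camera placed the list above other genes at adjusted p = 0.30.

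Markers of other cells moved in part. Of 8 airway genes, 4 rose and none fell (7 higher when adjusted over the list alone), with camera at adjusted p = 2.1e-06 for a preset and adjusted p = 0.11 with an estimated correlation. The mesothelial genes *Msln* and *Upk1b* rose by 2.41 (SE 0.13, FDR q = 0.0013) and 2.02 (SE 0.21, FDR q = 0.0036), and the other 7 of 9 did not pass (3 higher when adjusted over the list alone; camera, adjusted p = 0.011 for a preset and adjusted p = 0.25 with an estimated correlation). Of 12 pan-epithelial genes, *Krt7* rose, by 1.07 (SE 0.24, FDR q = 0.038), and 11 did not pass (1 higher when adjusted over the list alone; camera, adjusted p = 0.029 for a preset and adjusted p = 0.58 with an estimated correlation). This list did not pass by fgsea (adjusted p = 0.0885) or without a filter (adjusted p = 0.0553), within a range of 0.0053 to 0.0885 over the alternatives other than the estimated correlation that keep all samples, nor without E16.5 replicate 1 (adjusted p = 0.683) or E18.5 replicate 3 (adjusted p = 0.141), within 0.00021 to 0.683 over the omissions. Of 9 erythroid genes, *Epb4.2* and *Rhd* rose, by 0.89 (FDR q = 0.029) and 0.72 (FDR q = 0.042), and 7 did not pass (2 higher when adjusted over the list alone; camera, adjusted p = 0.0048 for a preset and adjusted p = 0.43 with an estimated correlation). The erythroid list did not pass by fgsea (adjusted p = 0.0679) or without a filter (adjusted p = 0.0629), within a range of 0.0037 to 0.0679. By limma 0 of 14 macrophage genes passed (0 when adjusted over the list alone; camera, adjusted p = 0.016 for a preset and adjusted p = 0.55 with an estimated correlation), with log2 fold changes of 1.35 for *Cd14* and 1.34 for *Ctss* (FDR q = 0.21 and 0.17). The macrophage list did not pass without E16.5 replicate 1 (adjusted p = 0.169) or E18.5 replicate 1 (adjusted p = 0.353), within 0.00015 to 0.353 over the omissions, nor the mesothelial list without E18.5 replicate 1 (adjusted p = 0.121), within 0.0018 to 0.121. None of 4 neutrophil genes passed (0 when adjusted over the list alone; camera, adjusted p = 0.38), with 0.73 for *S100a8* and 0.63 for *S100a9*, nor any of 15 genes of smooth muscle and pericytes (0 when adjusted over the list alone; camera, adjusted p = 0.20), with 1.25 for *Hhip* and 0.69 for *Tagln*; this list passed without E16.5 replicate 3 (adjusted p = 0.034) and E18.5 replicate 3 (adjusted p = 0.021), within 0.021 to 0.58 over the omissions. Of 10 commonly used reference genes, *Sdha* fell by 0.51 (FDR q = 0.032; 2 lower when adjusted over the list alone; camera, adjusted p = 0.31), and 0 of 4 genes of the Y chromosome passed (0 when adjusted over the list alone; camera, adjusted p = 0.81).

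The day labels were set against other divisions of the same samples. For E18.5 against E16.5, 1407 genes passed with the real days and 0 in the highest of the other divisions, and at the thresholds of Tables 1 and 2 these numbers were 741 and 0. Between E16.5 and E17.5 they were 21 and 4, and between E17.5 and E18.5 they were 267 and 0. For the gene lists with a preset correlation they were 29 and 22, with a median of 18 over the other divisions. In each of these, 1 of 10 divisions, the real one itself, reached the real value, too few divisions for a share under 0.05. Over the 3 days, 1281 genes passed with the real days and 278 in the highest of the other divisions. Of 100 divisions taken from 280, the real one among them, 1 reached the real value, the real one itself. This share lies under 0.05, which makes chance unlikely but does not exclude it. For the difference between the changes of both days, limma called 0 genes with the real days (653 higher and 490 lower at an unadjusted p under 0.05) and 922 in the highest other division. With a real value of 0, all 100 of 100 divisions reach it, so this comparison decides nothing. The divisions with the most genes, 922 and 882, each set the 3 E18.5 samples against the other 6, so their calls follow the days.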
